# Involvements of PCD and changes in gene expression profile during self-pruning of spring shoots in sweet orange (*Citrus sinensis*)

**DOI:** 10.1186/1471-2164-15-892

**Published:** 2014-10-13

**Authors:** Jin-Zhi Zhang, Kun Zhao, Xiao-Yan Ai, Chun-Gen Hu

**Keywords:** Abscission zone, Citrus, Microarray, Programmed cell death, Self-pruning, Shoot tips

## Abstract

**Background:**

Citrus shoot tips abscise at an anatomically distinct abscission zone (AZ) that separates the top part of the shoots into basal and apical portions (citrus self-pruning). Cell separation occurs only at the AZ, which suggests its cells have distinctive molecular regulation. Although several studies have looked into the morphological aspects of self-pruning process, the underlying molecular mechanisms remain unknown.

**Results:**

In this study, the hallmarks of programmed cell death (PCD) were identified by TUNEL experiments, transmission electron microscopy (TEM) and histochemical staining for reactive oxygen species (ROS) during self-pruning of the spring shoots in sweet orange. Our results indicated that PCD occurred systematically and progressively and may play an important role in the control of self-pruning of citrus. Microarray analysis was used to examine transcriptome changes at three stages of self-pruning, and 1,378 differentially expressed genes were identified. Some genes were related to PCD, while others were associated with cell wall biosynthesis or metabolism. These results strongly suggest that abscission layers activate both catabolic and anabolic wall modification pathways during the self-pruning process. In addition, a strong correlation was observed between self-pruning and the expression of hormone-related genes. Self-pruning plays an important role in citrus floral bud initiation. Therefore, several key flowering homologs of *Arabidopsis* and tomato shoot apical meristem (SAM) activity genes were investigated in sweet orange by real-time PCR and *in situ* hybridization, and the results indicated that these genes were preferentially expressed in SAM as well as axillary meristem.

**Conclusion:**

Based on these findings, a model for sweet orange spring shoot self-pruning is proposed, which will enable us to better understand the mechanism of self-pruning and abscission.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-892) contains supplementary material, which is available to authorized users.

## Background

Most perennial plants undergo a rhythmic periodicity for shoot growth, in which phytomers are initiated but do not fully expand, and flowering and fruiting occur only after a dormancy period [1]. Apical dominance of the terminal meristem imposes paradormancy on the lateral dormant bud, preventing them from growing out. This is termed preformation and allows for a rapid flush of growth, generally in spring [1, 2]. In shoots of many adult woody perennials, growth cessation occurs soon after this time and is followed by the abortion of the spring shoot such as citrus, kiwi fruit, peach and pomegranate. Abortion of spring shoot or abortion of spring shoot tip is an inherent characteristic that induces subsequent development from subjacent axillary buds, resulting in the sympodial growth pattern [3]. Sympodial branching is a common feature of many woody trees and a process of shoot tip abortion and pseudoterminal renewal branching from an axillary bud. In addition, shoot tip abortion plays an important role in floral bud initiation of some important fruit crops [3–5]. Although the phenomenon of shoot tip abortion is described in the older botanical literature and the resultant occurrence of a “pseudoterminal bud” is commonly used as a distinguishing characteristic in taxonomic keys to woody plants, little regarding its morphogenetic aspects has been reported until recently [3].

In citrus, there are three important types of shoots produced during the growing season. The main type grows in late winter or early spring (spring shoots), and two additional types grow at the end of June (summer shoots) and late in September (autumn shoots) [5]. The spring flush is the most important for flower formation and flowering [4, 5]. In most cases, only vegetative shoots are formed in the summer and autumn. All three types of citrus shoots typically cease growth temporarily by abortion of the shoot tips (0.5-2 cm). For spring shoots of trifoliate orange (*Poncirus trifoliata* L. Raf.), abortion of the shoot tips (0.5-1 cm) takes place in spring or early summer and is rapidly followed by a decline in the growth of the distal portion of the extending shoot. The entire shoot tip soon turns yellow and abscises at the base of the shoot apex; this physiological phenomenon is called “self-pruning” in citrus. Self-pruning is a necessary but not sufficient condition for citrus flowering. Previous cytological studies revealed that the floral buds of spring shoots in an early-flowering mutant of trifoliate orange (precocious trifoliate orange) initiated differentiation immediately after self-pruning [4]. In sweet orange, the new terminal bud and lateral buds of the spring shoot are in an undetermined state after self-pruning, and floral primordial are not observed. Only a small portion of lateral buds developed into summer or autumn shoots in a year, and new terminal buds and remaining lateral buds of the spring shoot entered dormancy until spring of the next year. The floral buds of sweet orange initiate their differentiation on spring shoots in March of the next year. The whole integrated flower bud forms in 1.5 months and then flowering begins (unpublished data). These results suggest that self-pruning is a demarcation point for shoot apical meristem (SAM) to initiate leaf bud or floral bud development in citrus. Although self-pruning has been described as playing an important role in development process in several woody species, no satisfactory adaptive or evolutionary explanations exist for it [3].

During self-pruning of citrus, shoot tip separates from the top part of the shoots at a predetermined position (about 0.5–2 cm from the shoot tip toward the basal portion, Additional file 1: Figure S1), called the abscission zone (AZ). The cells of the AZ are small, cytoplasmically dense, and isodiametric as compared with neighboring cells, and they are responsive to signals promoting abscission [6, 7]. These signals induce enzymatic dissolution of the middle lamellae between AZ cell walls, resulting in a loss of adhesion between the organ and plant body [8]. Both external and internal factors such as fungus invasion, extreme temperatures, salinity, programmed cell death (PCD), hormone, reactive oxygen species (ROS) and water stress have been reported to be involved in organ abscission [6, 7, 9–11]. Recently developed molecular approaches have been used in abscission process in horticulture crops. In apple plants, the ABA and ethylene signaling pathways are strongly up-regulated concurrently with a specific down-regulation of gibberellin signaling in the fruits induced to abscise [12, 13]. A hypothetical model for abscission process was proposed based upon both transcriptomic and metabolic data in apple, indicating a strong link between abscission and these hormones [12]. According to this model, ABA may transiently cooperate with other hormones and secondary messengers in the generation of an intrafruit signal leading to the downstream activation of the abscission zone [12]. In addiction, previous studies have also identified transcriptional signatures associated to flower and leaf abscission in tomato [14] and citrus [15], respectively. Recently, Ludwików et al. [16] reported that the *Arabidopsis* protein phosphatase type 2C, ABI1, a negative regulator of abscisic acid signaling, was also involved in the regulation of ethylene biosynthesis under oxidative stress conditions. Meanwhile, ABI1 interacted with ACS6 and dephosphorylates its C-terminal fragment, a target of the stress-responsive mitogen-activated protein kinase, MPK6 [16]. Previously, some indirect evidence also supported a link between ROS and abscission [17]. For example, a model of stress-induced leaf abscission signalling has been already proposed [17] as well as its involvement in apple fruitlet abscission [13]. Furthermore, peroxidase activity was increased during the ethylene induced pedicel abscission in tobacco plants [18]. So far, most of the current molecular knowledge on the abscission process comes from model plants. However, there is an increasing economic interest in developing molecular approaches focused on the abscission of food and fruit crops. Therefore, investigation of the molecular events associated with self-pruning development and physiology may provide new insights into the basic biology of abscission and ultimately allow this process to be manipulated in an agriculturally favorable manner.

This study was designed to assess whether PCD is involved in citrus self-pruning and to examine the expression of genes involved in self-pruning. Therefore, self-pruning phenomena, morphology, ROS accumulation, and changes in gene expression during the self-pruning process of sweet orange were investigated. Our results from terminal deoxynucleotidyl transferase-mediated dUTP nick end labeling (TUNEL) and transmission electron microscopy (TEM) analyses suggest that PCD occurs systematically at shoot tips during the self-pruning process, and ROS-induced PCD may be involved in the process of self-pruning. In addition, we carried out a high-throughput microarray analysis of the specific gene expression occurring during self-pruning. Our results notably increase the current catalogue of genes related to the abscission process and provide new candidate genes for future biotechnological applications in citrus. To our knowledge, this is the first comprehensive report of a direct link between citrus self-pruning and PCD.

## Results

### Morphology of sweet orange spring shoots self-pruning

Although sweet orange is an evergreen tree, there were no apparent developmental changes in the size or form of buds when it entered dormancy at the end of the growing season. Bud enlarge somewhat and fold back due to differential enlargement, and presumably more growth occured on the adaxial than on the abaxial surfaces in the spring. Following the period of bud opening in the current study, the shoot underwent a period of rapid elongation during which the successive leaves and the stem continued to enlarge and mature (Figure 1A). Early in this phase of growth, the tip of the shoot, including the three or four youngest pairs of leaves and leaf primordia, ceased growth (Figure 1B). This terminal part of the shoot, 4–7 mm in length, remained green for 2–3 weeks but did not increase in size (Figure 1C). About the time that the shoot attained its maximum length, the tip changed from green to yellow and then gradually became brown and died; the shoot tips on the aborting portion ranged from only 5 mm to 2 cm in length (Figure 1D–G). Yellowing occurred throughout the entire apical portion within a short time (2–3 days), and lobular of shoot tips began to fall (Figure 1C). Athough the color boundary was distinct, no depressed line commonly found in abscission layer until separation approached (Figure 1D). After such changes had begun, the AZ was evident (Figure 1E). Subsequently, an obvious area of necrosis formed across the base of the shoot tip, just above the position of the uppermost axillary buds (Figure 1 F). For spring shoots of sweet orange, self-pruning was completed within 2 weeks from lobular of shoot tips fall (Figure 1D) to generating a protective layer (Figure 1I). The shrunken, distorted shoot tips sometimes persisted for months, only gradually being sloughed off (Figure 1H).

**Figure 1:**
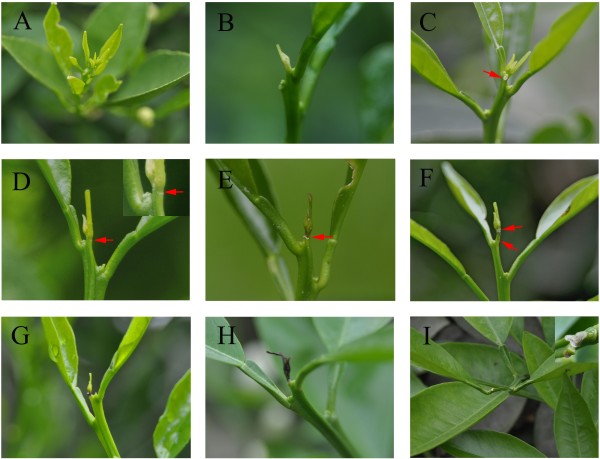
**Phenotypic characteristics of ‘Cara Cara’ navel orange (** ***Citrus sinensis*** **Osbeck) spring shoot during self-pruning process. (A)** Tips of spring shoot; **(B)** 5 days before self-pruning; **(C)** 3 days before self-pruning (lobular of shoot tips begins to fall); **(D)** begin self-pruning of spring shoots (activation AZ); **(E)** form visible AZ; **(F)** 7 days after self-pruning; **(G–H)** shoot tip gradually becomes brown and dies; **(I)** generating a protective layer for the AZ. Red arrows represent AZ.

### Cytological changes during the self-pruning process

The paraffin sections and TEM analysis of shoot tip cells showed no visible evidence of cellular breakdown or death before self-pruning (Figures 2 and 3). Only after the shoot tip became yellow did the cytoplasm became less intensely stained compared to that in cells of the active growth regions (Figure 2A–E). This change in stainability may reflect an alteration in the chemical and/or physical nature of the protoplasm, and it was the first histological indication of an altered developmental pattern. Apices of the subjacent axillary buds would serve as the pseudoterminal bud (Figure 2G-H). In this bud, the cytoplasm became more densely stained (Figure 2H) than before self-pruning (Figure 2G). During the self-pruning process, when the shoots elongation was complete and lobular of shoot tips began to fall (Figure 2I), in the apical meristem of the unexpanded shoot tip cells became more vacuolated and their nuclei were condensed (Figures 2I and 3E). These changes suggested that a parallel senescence pattern was occurring, and scattered necrotic areas became evident in pith and cortex (Figure 2J), but at the abscission site, a separation layer in the stem was not yet apparent. After 2–3 days, the separation layer was visible (Figure 2K, L). At the later stage, when the tip including all the leaf primordia was completely necrotic, separation of the cells in pith and cortex of the stem at the abscission site had occurred (Figure 2M). The abscission site was commonly located in an internode distal to the sixth, seventh, or eighth leaf. No protective layer had formed in the stem at this stage (Figure 2N, O). After the shoot tip dropped off, the protective layer developed (Figure 2P).

**Figure 2:**
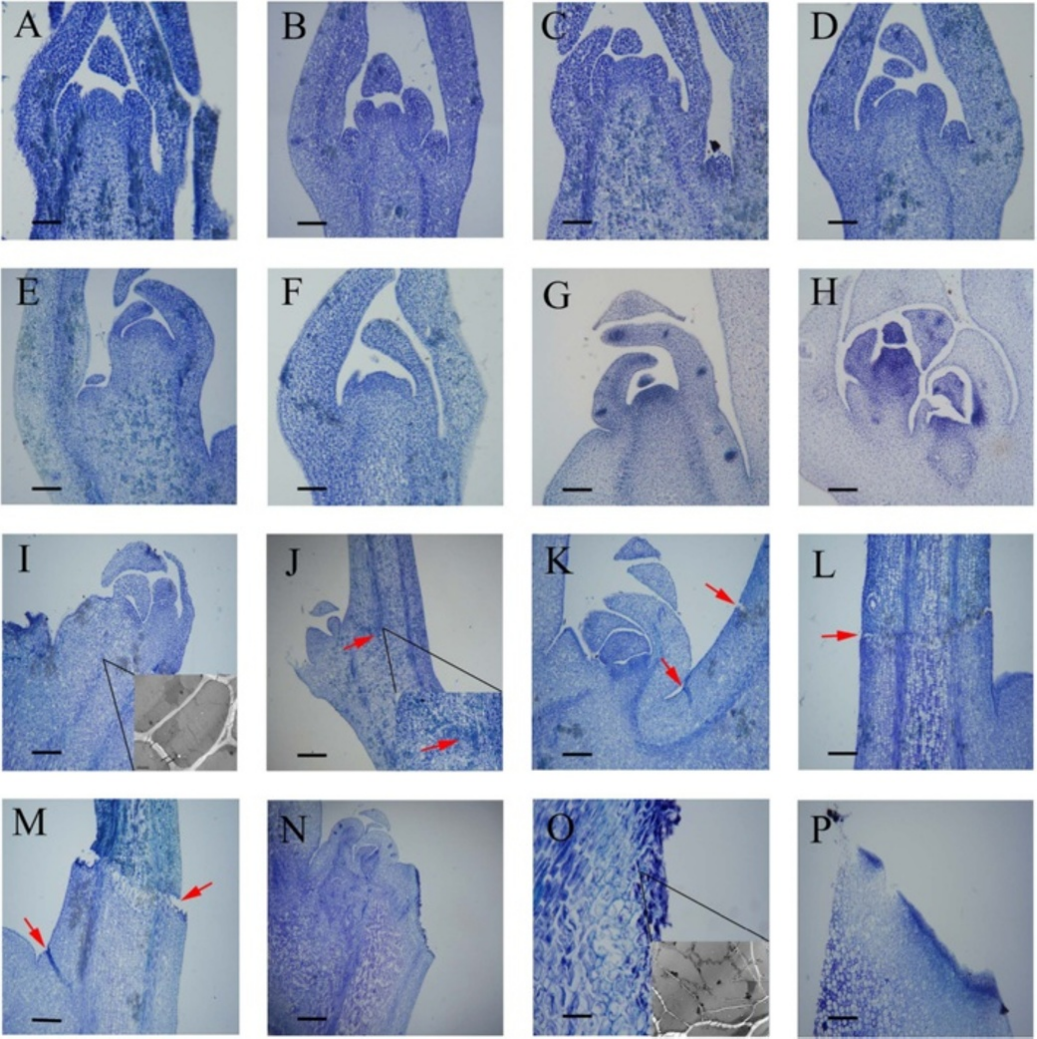
**Cytological changes of ‘Cara Cara’ navel orange (** ***Citrus sinensis*** **Osbeck) spring shoot during self-pruning process by paraffin section and TEM analysis.** Stages A–F occur before self-pruning, **(A–F)** 45 days, 35 days, 25 days, 15 days, 7 days, and 3 days before self-pruning of shoot tips, respectively. **(G)** 3 days before self-pruning of lateral bud; **(H)** 20 days after self-pruning; **(I)** lobular of shoot tips begin to fall (before self-pruning); **(J)** the appearance of the AZ; stages L–P occur after self-pruning, **(K)** visible AZ; **(L, M)** shoot tip begins to fall; **(N)** shoot tips after self-pruning; **(O)** before formation of protective layer of AZ; **(P)** after protective layer of AZ formed. Bars are 50 μm in L–P, and 100 μm in other photographs. Red arrows represent AZ.

**Figure 3:**
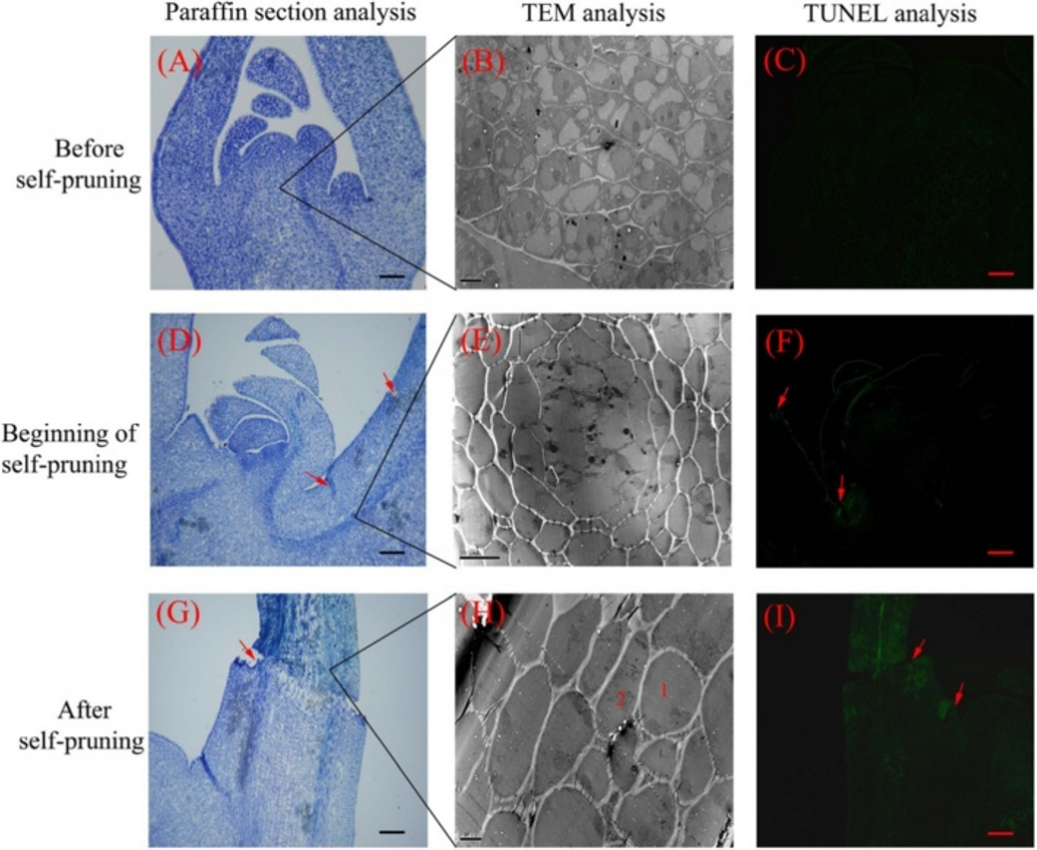
**Detection of programmed cell death in shoot tips during self-pruning process**. TUNEL analysis was performed on 10-μm-thick bud meristem sections. **(A)** Vigorous spring shoots of shoot tips (Control); **(B)** staining signal of AZ at beginning of self-pruning; **(C)** staining signal of AZ after self-pruning; **(E, F)** staining signal of the AZ at the beginning of self-pruning; **(H, I)** staining signal of AZ after self-pruning; Number 1 and 2 **(H)** represents cells undergoing programmed cell death and dying cells, respectively. Red arrows represent AZ. Paraffin section bars are 100 μm.

### DAN degradation involved in self-pruning

To detect fragmented nuclear DNA *in situ*, the TUNEL procedure was used to assess and confirm the degradation of nuclear DNA in shoot tips (Figure 3). Vigorous growth of the shoot tips did not show symptoms of DNA fragmentation (Figure 3C). However, when self-pruning began, the initial DNA fragmentation could be detected in the AZ, and slightly more TUNEL-positive nuclei were also observed in the outer epidermis of leaf primordia (Figure 3F). As the shoot tip gradually became brown and died, widespread and more extensive DNA fragmentation was observed in the apical portions (Figure 3I). These results suggested that developmental or environmentally induced PCD occurs during the self-pruning process. The TEM results indicated that shoot tip cells are flat and small, with large nuclei and abundant cytoplasm before self-pruning (Figure 3B). These cells are rectangular with large nuclei and exhibit remarkable vitality and potential for cell division (Figure 3B). Relative to control tissues, the shoot tip cells had a markedly irregular shape after abscission induction (Figure 3E), indicating chromatin disorganization and condensation. When the AZ breakdown, the apical portions already appeared dead (Figure 3H).

### Changes in cellular and nuclear morphology of shoot tip cells by TEM analysis

PCD in plants shows characteristic cellular, structural, and morphological features [19]. Thus, we searched for such features in the apical portion side of the AZ using TEM during the self-pruning process (Figure 4). Before self-pruning, numerous vacuoles were detected around the nucleus as well as organelles containing electron-translucent contents (Figure 4A). When self-pruning began, the cells exhibited different levels of degradation and changes that were followed by fracture development (Figure 4B-H). The cells in the AZ eventually died, and the cytoplasm appeared to be granulated (Figure 4H). Several ultrastructural changes were also detected. For example, we detected budding-like nuclear segmentations that resulted in the separation of nuclear fragments (Figure 4B, G). The tonoplast of the vacuole was ruptured and other endomembrane organelles underwent degradation (Figure 4G). Meanwhile, gradual degradation of the karyotheca, mitochondria and chloroplasts were also observed (Figure 4D-F). Overall, the observed changes in the structural and morphological features of AZ cells indicate clear differences prior to self-pruning and afterward. In addition, the DNA of apical portion cells was found to be partially degraded by using agarose-gel electrophoresis analysis as self-pruning began (Figure 4I).

**Figure 4:**
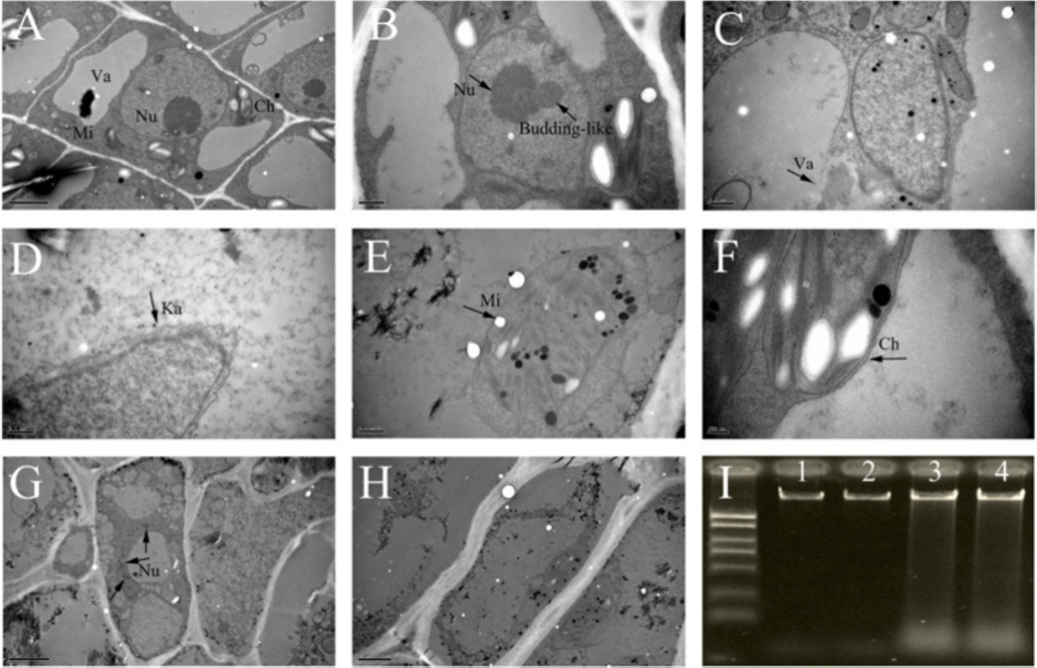
**TEM of tissue from shoot tips of spring shoots. (A)** the cell from AZ before self-pruning; **(B)** nucleolus begin death; **(C–F)** vacuole, karyotheca, mitochondria, and chloroplasts began to break, respectively; **(E)** the cells with dying bodies; **(F)** the completely dead cells; **(G)** cells with dying bodies; **(H)** the completely dead cells; **(I)** results of DNA electrophoresis of shoot tip, Dl2000 DNA molecular ladder was applied to the run, lanes 1 and 2: DNA isolated before self-pruning of shoot tip; lanes 3 and 4: DNA isolated at the start of self-pruning of the shoot tip. Cell organelle labeling: Ch, chloroplast; Va, vacuole; Mi, mitochondria; Nu, nucleus; Ka, karyotheca. Bars are 2 μm in A, G and H, 0.5 μm in C-E and 200 nm in F.

### Analysis of ROS accumulation in shoot tips by histochemical staining

Histochemical staining with nitro blue tetrazolium (NBT) and diaminobenzidine (DAB) was performed to check the levels of H_2_O_2_ and O_2_^-^ of shoot tips during the self-pruning process (Additional file 2: Figure S2). The results showed similar staining patterns for both DAB and NBT. Before self-pruning, little or no staining was observed in shoot tips (Additional file 2: Figure S2G, M); whereas, the AZ was stained as self-pruning began (Additional file 2: Figure S2H, N). The shoot tips exhibited deeper staining 7 days after abscission layer formation (Additional file 2: Figure S2J, P) than 3 days after self-pruning (Additional file 2: Figure S2I, O), indicating that shoot tips accumulated higher levels of H_2_O_2_ and O_2_^-^ during the self-pruning process. The accumulation of ROS was gradually reduced after the protective layer formed (Additional file 2: Figure S2L, R).

### Differential transcriptome responses of shoot tips during self-pruning

To identify DEGs during the self-pruning process, a citrus microarray was used to measure the expression of genes at three stages. 

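Shoot tips that contained the abscission zone were compared 3 days before self-pruning (stage 1), when it began (stage 2) and 7 days after it (stage 3), with 2 arrays per stage labelled as biological replicates. The array was the Affymetrix Citrus Genome GeneChip, and the deposited signals are log2 values that the authors normalized by robust multi-array average (RMA). On the array, 224 probe sets are controls or sequences other than citrus genes and were left out of the tests, which leaves 30171. limma (version 3.58.1) was fitted to all 6 arrays, so that the 3 stages share an estimate of the spread, and p-values were adjusted by the Benjamini-Hochberg method over the 30171 probe sets. A DEG is a probe set with a change of at least 4-fold and an unadjusted p of at most 0.001, and a named gene is said to rise or fall when its adjusted p is under 0.05. Changes are given as log2 differences ± their standard error (SE) from limma. Across probe sets, which are not independent replicates, the 2 arrays of a stage had a Pearson correlation of 0.999 and the SD of their difference was 0.125 to 0.130. Between stages, the correlation was 0.988 to 0.989 for stages 1 and 2 and 0.948 to 0.950 for stages 1 and 3. The signal of the 3′ probe set of actin exceeded that of its 5′ probe set by 1.87 and 1.94 at stage 1, by 1.89 and 1.93 at stage 2, and by 1.62 and 1.66 at stage 3. The 23 random-sequence control probe sets had a median signal of 7.90, so that low signals of citrus probe sets cannot be separated from background by these controls. The size of a change that starts or ends at such signals is therefore uncertain, also where this is not repeated for a gene. The 60 reporter probe sets and the 44 pathogen probe sets (citrus viruses, viroids or bacteria) read at most 5.67 and 5.54. The level taken as background thus depends on the controls.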

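At stage 2, transcripts of photosynthesis and terpene synthesis were higher and transcripts of protein synthesis were lower than at stage 1. Of 44 probe sets of the photosystems, light harvesting and chlorophyll metabolism, 23 rose and 3 fell (median log2 change 0.18). Of 10 terpene synthases, which make volatile and resin compounds, 6 rose and 0 fell (median 0.52). Limonene synthase (Cit.23529.1.S1_at) rose by 2.75 ± 0.13 and sesquiterpene synthase (Cit.17266.1.S1_at) by 1.49 ± 0.024 (n = 2 arrays per stage). Of 190 ribosomal proteins, 10 rose and 75 fell (median -0.10). Against the rest of the array, camera gave an adjusted p of 2.37e-04 for photosystems, 6.86e-04 for terpene synthases and 0.0014 for ribosomal proteins with a preset correlation of 0.01. All 3 calls are lost with an estimated correlation (adjusted p = 0.224 with an estimated correlation for each). The estimate was 0.019 for photosystems and 0.030 for terpene synthases, but -0.0027 for ribosomal proteins. The last is below the preset 0.01, so a higher correlation is not what removes that call. It need not be what removes the other calls either, and the cause of the losses was not isolated. These groups are among 31 built from the beginnings of the gene names on the array after the names, but before the values, were seen. Over all probe sets of the array and with no threshold, 15765 had a higher mean signal at stage 2 and 14630 a lower one, 29820 differed by less than 2-fold, and the median log2 difference was 0.010. At an adjusted p under 0.05 from limma, 6080 probe sets rose and 6493 fell. The sign of this balance depends on the scale, because centring each array on its median turns it towards rises and leaves 46 ribosomal proteins lower.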

Among the three stages, more genes were up-regulated (15,764) than down-regulated (14,631) from stage 1 to stage 2. However, more genes were down-regulated (16,279) than up-regulated (14,116) from stage 1 to stage 3. 

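At stage 3, transcripts of ribosomes, chromatin and protein breakdown by the proteasome were lower than at stage 1, and transcripts of pectin breakdown were higher. Of 190 ribosomal proteins, 127 fell and 5 rose (median -0.50). Of 42 histones, which package newly made DNA, 35 fell and 2 rose (median -0.90), among them a histone H3 (Cit.37649.1.S1_at, -2.71 ± 0.083; n = 2 arrays per stage). Of 29 proteasome subunits, 22 fell and 2 rose (median -0.47). Of 57 enzymes that act on pectin, 36 rose and 4 fell (median 0.63). Of 158 disease resistance proteins, 82 rose and 19 fell (median 0.22), and of 32 extensins and arabinogalactan proteins of the wall, 18 rose and 2 fell (median 0.40). With a preset correlation, camera gave an adjusted p of 4.56e-10 for ribosomal proteins, 4.94e-07 for histones, 1.63e-04 for the proteasome, 1.5e-06 for pectin breakdown, 1.28e-04 for disease resistance and 0.00122 for extensins. The call for ribosomal proteins holds with an estimated correlation (adjusted p = 0.0429 with an estimated correlation). The others are lost: adjusted p = 0.156 with an estimated correlation for histones, 0.161 for the proteasome, 0.108 for pectin breakdown, 0.207 for disease resistance and 0.18 for extensins. The estimate was above the preset 0.01 for histones (0.018) and disease resistance (0.019). It was under 0.01 for the proteasome (0.0055), pectin breakdown (-0.016) and extensins (0.0052), so a higher correlation is not what removes those calls. It need not be what removes the calls for histones and disease resistance either. Without a threshold, 14117 probe sets had a higher mean signal at stage 3 and 16278 a lower one, with a median log2 difference of -0.038. At an adjusted p under 0.05 from limma, 9012 rose and 10841 fell.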

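The large falls at the beginning of self-pruning, among probe sets with an informative name in Table S1, include the following genes. The seed maturation protein LEA4 (Cit.10895.1.S1_at), of a family that protects cells against drying, fell by 5.57 on the log2 scale (SE 0.027, n = 2 arrays per stage). Of storage proteins, glycinin (Cit.26593.1.S1_at) had a log2 change of -4.80 ± 0.054 and an 11S globulin (Cit.20225.1.S1_at) -4.37 ± 0.062. The cytochrome P450 71A1-like gene (Cit.5920.1.S1_at) changed by -5.01 ± 0.058, the salicylic acid-binding protein 2 gene (Cit.19437.1.S1_x_at) by -4.79 ± 0.053, and a flavonoid 3′-monooxygenase (Cit.3002.1.S1_s_at), an enzyme of flavonoid synthesis, by -4.40 ± 0.044. The beta-D-xylosidase 1-like gene (Cit.28480.1.S1_s_at), which acts on wall xylans, changed by -4.86 ± 0.039, and the transcription factor NAC4 (Cit.10152.1.S1_s_at) by -4.78 ± 0.073. The largest fall among them was -5.90 ± 0.072 in a gene annotated as a DNA-binding protein (Cit.289.1.S1_s_at). A polyneuridine-aldehyde esterase-like gene (Cit.35.1.S1_x_at) changed by -5.46 ± 0.061. In all of these, both stage 2 arrays were below both stage 1 arrays, and the adjusted p from limma ranged from 1.01e-05 to 2.93e-05. A further probe set of the DNA-binding protein gene (Cit.289.1.S1_at) changed less, from signals of 9.33 and 9.34 at stage 1 to 6.69 and 6.79 at stage 2. Over all probe sets tested, the largest fall was -6.90 ± 0.055 in Cit.2409.1.S1_s_at, named after laccase on the array and absent from Table S1, which was singled out after its values were seen. Its stage 2 signals (4.81 and 4.67) lie below those of the random-sequence controls, so the size of this fall is uncertain, as it is for LEA4, the 11S globulin and other genes that drop to such signals. In total, 109 probe sets were lower by at least 4-fold at an unadjusted p of at most 0.001, 55 of them by 6-fold and 41 by 8-fold.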

A total of 154 DEGs were identified from stage 1 to stage 2 based on *P* ≤ 0.001 and four fold changes. Among these DEGs, 30 genes were up-regulated and 124 were down-regulated (Figure 5A). In addition, 1,306 DEGs were identified from stage 1 to stage 3, with 837 genes up-regulated and 469 down-regulated (Figure 5A). 

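Genes of the response to low phosphate rose at stage 2, and 8 probe sets of this group are among the 22 that passed 4-fold upwards. Inorganic pyrophosphatase 2-like (Cit.24426.1.S1_s_at), an enzyme that releases phosphate, rose by 2.93 ± 0.033 (adjusted p = 1.6e-05 from limma, n = 2 arrays per stage). Glycerol-3-phosphate transporter 1-like (Cit.11606.1.S1_s_at) rose by 2.51 ± 0.064, monogalactosyldiacylglycerol synthase (Cit.21988.1.S1_s_at), which makes galactolipids that can replace phospholipids, by 2.47 ± 0.066, the glycerophosphodiester phosphodiesterase GDE1-like (Cit.11083.1.S1_s_at) by 2.10 ± 0.032, and the phosphate sensor protein SPX1-like (Cit.10471.1.S1_s_at) by 2.06 ± 0.026. Of the 16 probe sets of this group in Table S1, 15 rose at stage 2 and 1 did not pass the test (16 rose when adjusted over the list alone), with a median of 1.83, and 16 rose at stage 3 (also 16 adjusted over the list alone), with a median of 3.33. The list was defined by name before the values were seen, but its members come from the DEGs that the study chose on these samples, so the count is not independent evidence of its direction. An aspartyl protease (Cit.28117.1.S1_s_at) rose by 2.16 ± 0.11. Altogether, 22 probe sets were higher by at least 4-fold at an unadjusted p of at most 0.001 and 3 by 6-fold. None reached 8-fold with limma, at an unadjusted p under 0.05 (0) or with SAM (0), and the largest rise was 2.93.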

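After self-pruning, the large changes among probe sets with an informative name in Table S1 include the following. Pectinesterase 2-like (Cit.28980.1.S1_s_at), which removes methyl groups from pectin, rose by 6.01 ± 0.26 at stage 3 (adjusted p = 4.47e-05 from limma, n = 2 arrays per stage, both above both stage 1 arrays). Its stage 1 signals (4.74 and 4.17), like those of the next 4 genes, lie below those of the random-sequence controls, so by these controls the genes are not shown to be expressed then and the sizes of their rises are uncertain. A gene annotated as fructose-bisphosphate cytoplasmic isozyme 1-like (Cit.12748.1.S1_s_at) rose by 5.85 ± 0.11, a multidrug and toxin extrusion transporter (Cit.7653.1.S1_at) by 5.21 ± 0.067, the fasciclin-like arabinogalactan protein 11-like gene (Cit.3876.1.S1_s_at) of the secondary wall by 5.18 ± 0.036 and the cuticle gene hothead-like (Cit.22187.1.S1_s_at) by 4.86 ± 0.053. At stage 1, the arabinogalactan protein (6.49 and 6.56) and hothead-like (6.22 and 6.25) genes lie above the highest reporter (5.67) and pathogen (5.54) signals. The others lie below both. Among the falls, GRL7 (Cit.7055.1.S1_at) changed by -5.39 ± 0.055, a receptor-like kinase (Cit.9672.1.S1_s_at) by -5.35 ± 0.029 and a branched-chain amino acid aminotransferase (Cit.3629.1.S1_s_at) by -4.69 ± 0.033. GRL7 and the aminotransferase end below the random-sequence controls, so the sizes of their falls are uncertain as well. In total, 653 probe sets were higher and 376 lower by at least 4-fold at an unadjusted p of at most 0.001, and 202 and 97 by 8-fold. As a sign of RNA quality, the signal of the 3′ probe set of ubiquitin minus that of its 5′ probe set was -0.11 and -0.18 on the stage 3 arrays and 0.21 and 0.18 on those of stage 1.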

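Most probe sets that passed 4-fold at the beginning of self-pruning in the upward direction also passed it 7 days after it. Of the 22 DEGs up at stage 2, 20 were also up at stage 3, among them limonene synthase, which was then higher by 3.93 ± 0.13, and inorganic pyrophosphatase 2-like, by 4.16 ± 0.033 (n = 2 arrays per stage). Of the 109 DEGs down at stage 2, 40 were also down at stage 3, among them glycinin (-5.05 ± 0.054) and the salicylic acid-binding protein 2 gene (-4.73 ± 0.053). A further 3 probe sets passed 4-fold down at stage 2 and up at stage 3, or the reverse, which gives 63 DEGs in both comparisons and 1097 in either. Lists of these sizes drawn independently would share 0.476 up and 1.36 down. In 20 simulated sets of arrays with no change between stages and independent noise, the 2 lists at an unadjusted p of at most 0.001 and no fold threshold shared 5.3 probe sets in the same direction on average, and no overlap can arise there at 4-fold (0), since nothing passes it. The control was not split between the comparisons, which would leave 1 stage 1 array for each, so part of the excess over independent lists can come from the shared control.

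**Figure D1:**
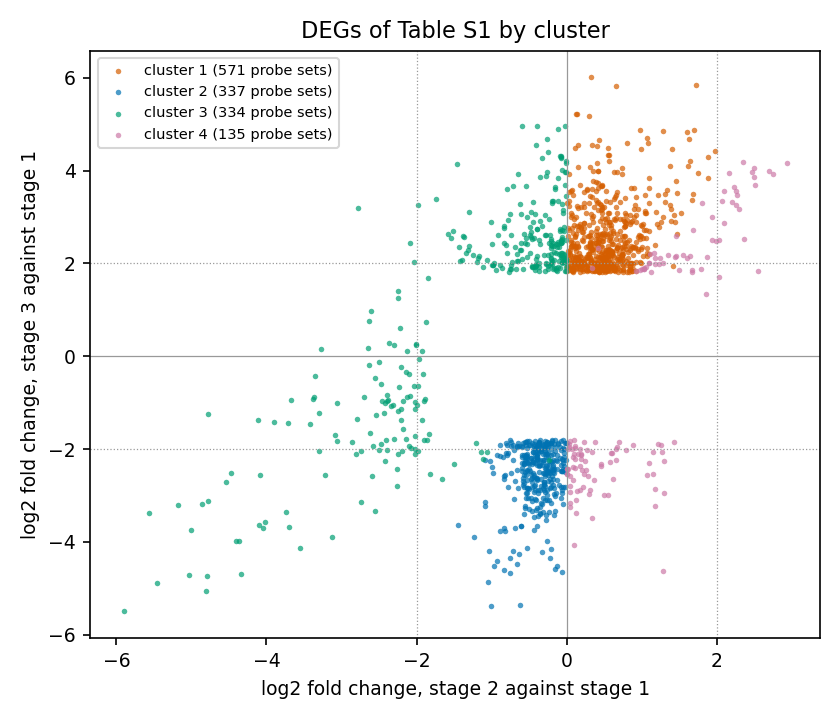
Each point is a DEG of Table S1, placed by its log2 fold change at stage 2 (horizontal axis) and at stage 3 (vertical axis) against stage 1, from the mean of 2 arrays per stage. Colours give the cluster that Table S1 assigns, and dotted lines mark 4-fold. The 571 probe sets of cluster 1 lie to the upper right, and the 337 of cluster 2 to the lower left of the zero lines. The study formed the clusters by the patterns of these same values.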

Combining the results obtained for the three stages, 1,378 DEGs were identified as candidate self-pruning-related genes; a total of 82 DEGs were in common to all three stages and may represent typical self-pruning responsive genes (Figure 5B).

In this study, we classified the 1,378 DEGs of the shoot tips into four clusters based on the similarity of the kinetic expression patterns. Cluster 1 genes (571) were induced immediately at stage 2 and most maintained high expression levels at stage 3 (Figure 5C). It was the largest group among the four clusters comprising all up-regulated genes. This cluster featured genes encoding transcription factor (TF), biotic/abiotic responses, ethylene signaling/biogenesis, and cell wall degradation enzymes. These genes were significantly induced in all three stages of self-pruning, and these results indicated that the gene cluster might play a key role during whole self-pruning process. 

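Wall remodelling genes and proteases of Table S1 mostly rose at stage 2 and rose further at stage 3. Of 29 probe sets of primary wall remodelling in Table S1, 23 belong to cluster 1. At stage 2, 20 of the 29 rose, 3 fell and 6 did not pass the test. At stage 3, 28 rose and 1 fell, with a median of 2.63. Of 22 senescence and cell death proteases, 17 belong to cluster 1. At stage 2, 18 rose and 2 fell (median 0.68), and at stage 3, 21 rose and 1 fell (median 2.64). The vacuolar-processing enzyme-like gene (Cit.1531.1.S1_s_at), a protease of plant cell death, rose by 0.65 ± 0.056 and then 3.44 ± 0.056 over stage 1 (n = 2 arrays per stage), and aspartic proteinase nepenthesin-2 (Cit.25191.1.S1_s_at) rose by 1.45 ± 0.025 and 3.77 ± 0.025. The senescence-associated protein 5 gene (Cit.11959.1.S1_s_at) rose by 1.05 ± 0.027 and 3.09 ± 0.027. On the whole array, where members were not chosen for large changes, these groups moved less, which that difference alone would give. Of 14 cysteine proteases 2 rose, 2 fell and 10 did not pass at stage 2, and 6 rose and 3 fell at stage 3 (camera adjusted p = 0.397). Of 19 senescence genes 11 rose and 4 fell at stage 3 (median 0.26). For both lists of Table S1 the counts are the same when adjusted over the list alone. The members were chosen by the study on these samples, so the counts are not independent evidence of direction. Of the 571 probe sets of cluster 1, 571 had their stage means in the order of a rise from stage 1 to both later stages, and both steps passed an adjusted p under 0.05 from limma for 448. The study formed its clusters by the similarity of these same patterns. Counts of the order within a cluster are therefore not independent evidence of it. The median change was 0.49 at stage 2 and 2.36 at stage 3.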

Cluster 2 comprises 337 genes that were suppressed immediately at stage 2 and most maintained low expression levels at stage 3 (Figure 5D). BLAST analysis indicated that these genes are involved in amino acid metabolism, development and transcription, and auxin signaling. The repression of the cluster genes may imply possible involvement of meristem gene regulation and development of shoot tips. 

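Most cell division and growth control genes among the DEGs of Table S1 fell slightly when self-pruning began and strongly after it. Of 63 probe sets of the cell cycle and DNA replication in Table S1, 56 belong to cluster 2. At stage 2, 44 fell and 1 rose (47 fell when adjusted over the list alone), with a median of -0.29. At stage 3, 61 fell and 2 rose (the same when adjusted over the list alone), with a median of -2.48. Cyclin B1 (Cit.7588.1.S1_a_at) had a log2 change of -3.42 ± 0.047 at stage 3 (n = 2 arrays per stage), the G2/mitotic-specific cyclin-1-like gene (Cit.6513.1.S1_at) -3.66 ± 0.024 and cyclin D3 (Cit.3515.1.S1_s_at), which acts at entry into the cell cycle, -3.38 ± 0.031. The 2 that rose are probe sets of a DNA polymerase epsilon subunit (Cit.2942.1.S1_s_at, 1.81 ± 0.024, and Cit.29525.1.S1_at, 1.86 ± 0.034). Of 27 growth and meristem regulators, 20 belong to cluster 2. At stage 2, 18 fell and 3 rose (19 and 4 when adjusted over the list alone), and at stage 3, 23 fell and 4 rose (the same when adjusted over the list alone), with a median of -2.50. They include growth-regulating factor 3-like (Cit.31056.1.S1_at, -4.86 ± 0.075) and growth-regulating factor 1-like (Cit.24314.1.S1_s_at, -4.66 ± 0.041), which promote leaf growth, the leaf polarity gene YABBY1 (Cit.15713.1.S1_at, -4.20 ± 0.029) and the AINTEGUMENTA-like gene AIL1-like (Cit.3972.1.S1_at, -4.41 ± 0.063). Both lists hold DEGs that the study chose on these samples for large changes and are not independent evidence of direction. Lists of the whole array were not chosen for large changes, which alone would give smaller medians. At stage 3, 20 of 31 cyclins fell and 10 rose (median -0.46, camera adjusted p = 0.0904), and of 25 kinesins 10 fell and 5 rose (median -0.11, camera adjusted p = 0.362). Among 42 histones, 35 fell and 2 rose (median -0.90, camera adjusted p = 4.94e-07, and 0.156 with an estimated correlation). All 337 probe sets of cluster 2, which was formed by this pattern, were lower in mean at both later stages. Both steps passed an adjusted p under 0.05 from limma for 270. Their median change was -0.38 at stage 2 and -2.42 at stage 3.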

Cluster 3 comprises 335 genes that were transiently suppressed at stage 2 and were then induced at stage 3 (Figure 5E). This cluster also featured genes encoding ethylene signaling/biogenesis and cell wall degradation enzymes. This cluster show up-regulated expression at later stages of self-pruning, indicating the expression of genes involved in cell wall and ethylene metabolism. 

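Most ethylene response factors of Table S1 fell at stage 2, whereas genes of the secondary wall went both ways, and most of both rose at stage 3. Of 22 ethylene response factors in Table S1, 14 belong to cluster 3. At stage 2, 17 of the 22 fell and 3 rose, and at stage 3, 16 rose and 6 fell. An AP2/ERF domain transcription factor (Cit.18673.1.S1_at) changed by -0.63 ± 0.046 at stage 2 and 3.28 ± 0.046 at stage 3 (n = 2 arrays per stage). Of 21 secondary wall and xylem probe sets, 9 belong to cluster 3 and 12 to cluster 1. At stage 2, 7 rose and 3 fell (8 and 3 when adjusted over the list alone), with a median of 0.064, and at stage 3 all 21 rose, with a median of 2.95. Of 48 secondary wall genes on the whole array, 20 rose and 11 fell at stage 3 (median 0.090, camera adjusted p = 0.151). Laccase 110a (Cit.3628.1.S1_at), a lignin-forming enzyme, changed by -1.18 ± 0.062 and 2.11 ± 0.062, and a cellulose synthase catalytic subunit (Cit.6456.1.S1_at) by -0.087 ± 0.063 (adjusted p = 0.331 from limma) and 4.31 ± 0.063. All other counts of these lists are the same when adjusted over the list alone, and since the study chose the members on these samples they are not independent evidence. Of 334 measured probe sets of cluster 3, 316 were lower in mean at stage 2 than at stage 1 and higher at stage 3 than at stage 2, and both steps passed for 224. Against stage 1, 223 of the 334 rose and 109 fell at stage 3. The median change was -0.75 at stage 2 and 2.01 at stage 3.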

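Clock and light genes rose at the beginning of self-pruning and most fell below their stage 1 level after it, whereas phosphate starvation genes kept rising. Of 6 clock and light probe sets in Table S1, 5 are in a cluster of 135 genes with a rise at stage 2. All 6 rose at stage 2 (median 0.95), and at stage 3, 2 rose and 4 fell (median -2.35). The morning clock gene LHY (Cit.19897.1.S1_s_at) changed by 1.30 ± 0.035 at stage 2 and -2.94 ± 0.035 at stage 3 (n = 2 arrays per stage). A probe set named LHY on the array (Cit.17027.1.S1_s_at) changed by 1.28 ± 0.092 and -4.62 ± 0.092, and constans-like 2 (Cit.17882.1.S1_s_at), which acts in day length signalling, by 1.28 ± 0.045 and -2.06 ± 0.045. The same counts hold when adjusted over the list alone. This list was chosen from DEGs of these samples and is not independent evidence. The hour of sampling is not given, so time of day cannot be told apart from stage for the clock genes. The cluster also holds 8 of the 16 phosphate starvation probe sets, such as a further inorganic pyrophosphatase 2-like probe set (Cit.2899.1.S1_s_at), which rose by 2.69 ± 0.03 and 3.98 ± 0.03. Of the 135 probe sets, 79 were higher at stage 2 than at stage 1 and then lower at stage 3 than at stage 2, and for 46 both steps passed an adjusted p under 0.05 from limma. At stage 3, 59 rose over stage 1 and 76 fell.

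**Figure D2:**
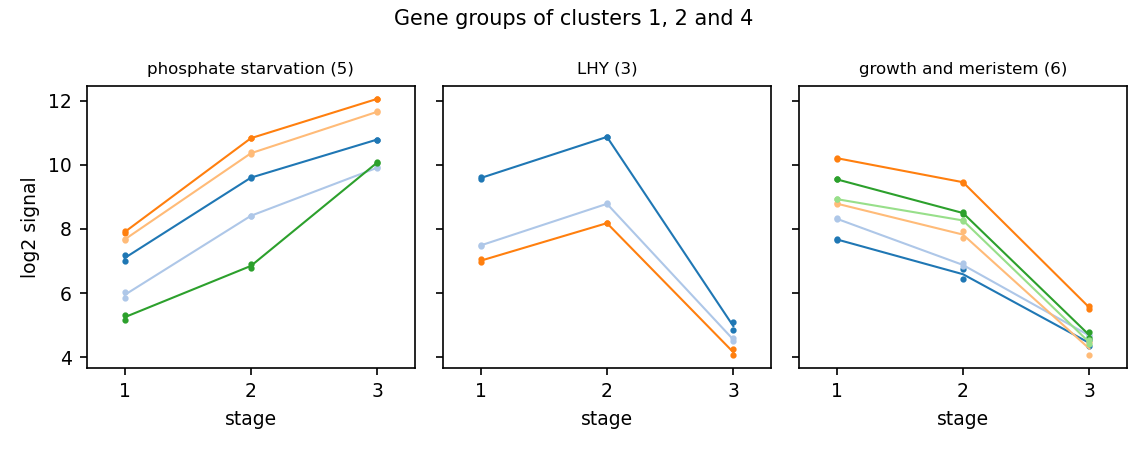
Log2 signal (vertical axis) at stages 1, 2 and 3 (horizontal axis) for 5 phosphate starvation, 3 LHY and 6 growth and meristem probe sets. Points are single arrays and lines join the means of 2 arrays. The LHY lines peak at stage 2, the phosphate lines rise at every stage, and the growth and meristem lines fall.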

Cluster 4 comprises 135 genes that were transiently induced at stage 2 and were then suppressed at stage 3 (Figure 5F). 

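Auxin genes made up 3 of the hormone probe sets of Table S2 in this cluster, ethylene genes 2, ABA genes 1 and GA genes 1. Phospholipase D (Cit.7311.1.S1_at), listed under auxin, rose by 2.03 ± 0.071 at stage 2 and was still 1.72 ± 0.071 above stage 1 at stage 3 (n = 2 arrays per stage). The GASA5-like gene (Cit.35768.1.S1_s_at), a GA-responsive gene, rose by 1.10 ± 0.025 and then 2.01 ± 0.025. Auxin response factor 17-like (Cit.25299.1.S1_at), which acts in auxin-dependent transcription, had a change of 0.05 ± 0.024 at stage 2 (adjusted p = 0.162 from limma) and fell at stage 3 (-2.79 ± 0.024).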

Hormone-related genes featured this cluster, indicating these genes might be related to the response to abscission signals and the activation of the AZ cells during the abscission process.

**Figure 5:**
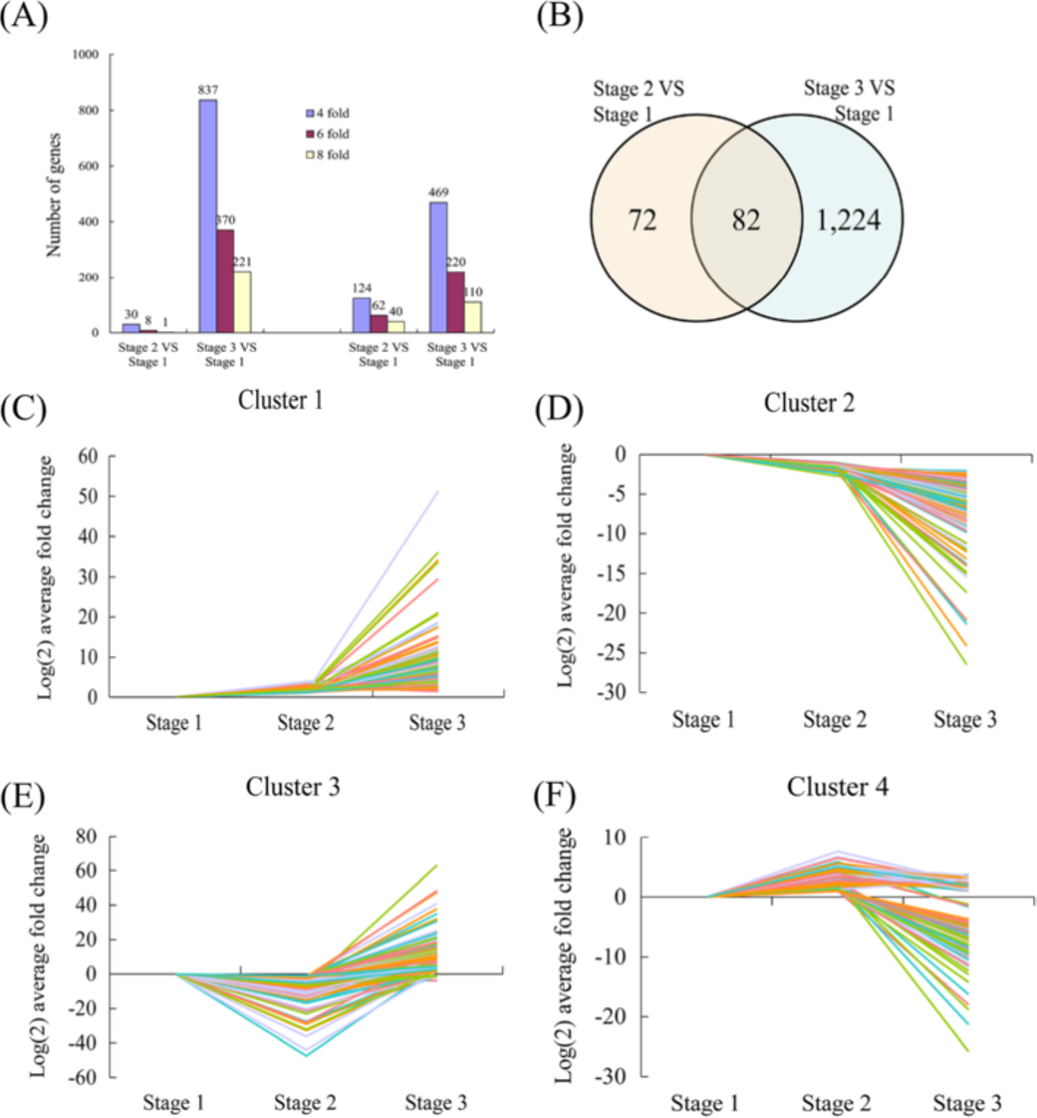
**Expression patterns of DEGs. (A)** The total numbers of DEGs (fold changes ≥ 4, 6, and 8; p ≤ 0.001) at stage 1, stage 2 and stage 3. **(B)** Venn diagram showing the overlapping of DEGs at three development stages. **(C)** Cluster 1 consisting of 571 DEGs; **(D)** Cluster 2 consisting of 337 DEGs; **(E)** Cluster 3 consisting of 335 DEGs; **(F)** Cluster 4 consisting of 135 DEGs.

### Identification of self-pruning–related genes by microarray analysis

To investigate the biological processes possibly regulated by the 1,378 differentially expressed genes (DEGs), a homology search was conducted using the NCBI database (Additional file 3: Table S1). We detected 1,229 sequences (89.2%) as having homology with known proteins and the remaining 149 sequences (10.8%) did not possess homology with any other proteins (Additional file 3: Table S1). In addition, 77 sequences were annotated as related to transcription factors (TFs) belonging to 13 families (Additional file 3: Table S1). 

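NAC, MYB and zinc finger genes of Table S1 went both ways at stage 2, and most rose at stage 3. Of 18 NAC probe sets named in Table S1, 6 rose and 9 fell at stage 2, and 12 rose and 6 fell at stage 3. All 18 rose from stage 2 to stage 3. A NAC domain gene (Cit.14763.1.S1_at) rose by 4.33 ± 0.12 at stage 3 (n = 2 arrays per stage), whereas another (Cit.1496.1.S1_s_at) changed by -3.42 ± 0.037 at stage 2 and -1.45 ± 0.037 at stage 3. Of 11 MYB probe sets, 4 rose and 4 fell at stage 2, and 8 rose and 3 fell at stage 3. They include MYB103 (Cit.31943.1.S1_at), a regulator of secondary wall formation, which rose by 2.43 ± 0.038 at stage 3. Its signals on all arrays (at most 6.73) lie below those of the random-sequence controls (lowest 7.07), so the size of this rise is uncertain. Of 14 zinc finger probe sets, 7 rose and 2 fell at stage 2, and 10 rose and 4 fell at stage 3, with a rise of 3.98 ± 0.026 for Cit.12048.1.S1_s_at. On the whole array at stage 3, 24 of 75 MYB genes rose and 34 fell (median -0.14), 4 of 9 NAC genes rose and 2 fell (median -0.028), and 75 of 165 zinc finger genes rose and 43 fell (median 0.10), so that by count only MYB goes the other way. Adjusted p-values came from limma, and the counts of Table S1 members are the same when adjusted over the list alone. The study chose these DEGs on the same samples, so the counts are not independent evidence of direction.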

The zinc finger family was the most prevalent, followed by the NAC and MYB families, part of which might play roles in regulating development and metabolism. GO annotation of these genes was also performed by Blast2GO. Based on GO annotation, only 922 DEGs (66.9%) were divided into the three principal GO organization categories: molecular function, biological process, and cellular components (Additional file 4: Figure S3). The remaining 457 DEGs (33.1%) were not classified (Additional file 3: Table S1).

Many genes involved in different hormone synthesis and signaling pathways were included among these DEGs (Additional file 5: Table S2). Four abscisic acid (ABA)-related genes (Cit.13287.1.S1_s_at, Cit.13424.1.S1_at, Cit.8654.1.S1_x_at and Cit.8661.1.S1_x_at), which encode key enzymes in ABA biosynthesis and metabolism, showed significant differences during self-pruning (two ABA 8-hydroxylase genes and two ABA stress-related proteins; Additional file 6: Figure S4). In addition, GO analysis revealed nine genes involved in ABA signaling and ABA responsiveness (Additional file 5: Table S2). The microarray results showed that most ABA-related genes were significantly up-regulated during the self-pruning process (Additional file 6: Figure S4). 

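ABA genes split evenly at stage 2 and mostly rose at stage 3. Of 13 ABA probe sets in Table S2, 6 rose, 6 fell and 1 did not pass the test at stage 2, and 9 rose and 4 fell at stage 3 (the same counts when adjusted over the list alone). The ABA stress-ripening genes Cit.8654.1.S1_x_at and Cit.8661.1.S1_x_at rose by 3.08 ± 0.029 and 3.09 ± 0.043 at stage 3 (n = 2 arrays per stage). 9-cis-epoxycarotenoid dioxygenase (Cit.13915.1.S1_at), which makes the precursor of ABA, changed by -0.98 ± 0.036 at stage 2 and 1.96 ± 0.036 at stage 3. Of the ABA 8′-hydroxylases, which inactivate ABA, Cit.13424.1.S1_at changed by -1.31 ± 0.074 and 2.28 ± 0.074, and Cit.13287.1.S1_s_at fell at stage 3 (-2.54 ± 0.047). The median over the list was 2.28 and the mean 0.87 at stage 3. At stage 2 they differ in sign (0.14 and -0.73). These genes were chosen by the study on these samples and are not independent evidence of direction.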

Twenty-four auxin-related genes were differentially altered, and these genes included six auxin-induced proteins (Cit.10311.1.S1_s_at, Cit.13997.1.S1_at, Cit.14663.1.S1_s_at, Cit.18852.1.S1_at, Cit.21592.1.S1_at and Cit.25747.1.S1_s_at), four auxin response factors (Cit.1334.1.S1_at, Cit.15798.1.S1_at, Cit.25299.1.S1_at and Cit.29400.1.S1_at), one auxin-responsive GH3 family protein (Cit.12252.1.S1_at), and 13 auxin-related genes (Additional file 5: Table S2) from GO analysis. Interestingly, the auxin-induced proteins were up-regulated and auxin response factors were down-regulated during the self-pruning process (Additional file 6: Figure S4). 

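The 6 auxin-induced proteins all rose at both later stages, with a median of 0.72 at stage 2 and 2.40 at stage 3. Auxin-induced protein 5NG4 (Cit.10311.1.S1_s_at) rose by 0.96 ± 0.024 and 2.62 ± 0.024 (n = 2 arrays per stage) and AUX28 (Cit.13997.1.S1_at), a repressor of auxin-responsive genes, by 0.86 ± 0.053 and 2.33 ± 0.053. Of the 4 auxin response factors, 2 fell and 2 did not pass the test at stage 2, and all 4 fell at stage 3 (median -2.71). Auxin response factor 2 (Cit.1334.1.S1_at) changed by -2.83 ± 0.056 at stage 3. The GH3 gene (Cit.12252.1.S1_at), which conjugates auxin to amino acids, fell at both stages (-1.21 ± 0.031 and -1.86 ± 0.031). Over the 24 auxin probe sets of Table S2, 10 rose, 9 fell and 5 did not pass at stage 2, and 12 rose and 12 fell at stage 3, where the median (0.17) and the mean (-0.12) differ in sign. They differ in sign at stage 2 as well (0.040 and -0.14). Of 99 auxin genes on the whole array, 26 rose and 29 fell at stage 2, and 42 rose and 31 fell at stage 3 (median 0.065). All counts of the listed genes are the same when adjusted over the list alone, calls are from limma, and lists chosen on these samples are not independent evidence.

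**Figure D3:**
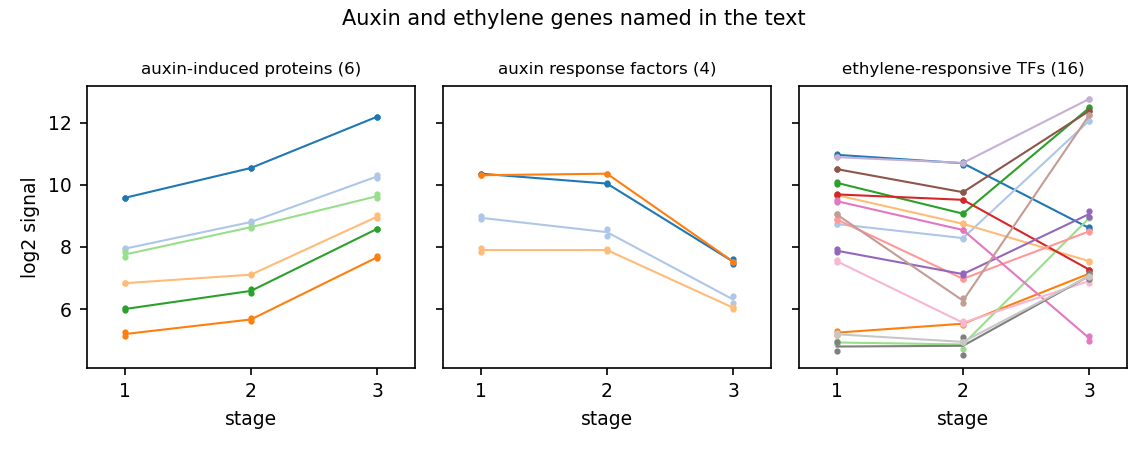
Log2 signal (vertical axis) at stages 1, 2 and 3 (horizontal axis) for 6 auxin-induced proteins, 4 auxin response factors and 16 ethylene-responsive transcription factors. Points are single arrays and lines join the means of 2 arrays. The 6 lines on the left rise and the 4 in the middle end below their start at stage 3, while those on the right go both ways.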

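The ethylene genes that the study lists mostly fell when self-pruning began and mostly rose after it. Those of the whole array, which were not chosen for large changes, moved less in the median. Of 25 ethylene probe sets in Table S2, 3 rose, 19 fell and 3 did not pass the test at stage 2 (median -0.45), and 17 rose and 8 fell at stage 3 (median 1.88). Within them, 16 ethylene-responsive transcription factors had 1 rise and 13 falls at stage 2, and 10 rises and 6 falls at stage 3. Cit.19105.1.S1_at rose by 4.01 ± 0.11 and Cit.1270.1.S1_s_at by 3.33 ± 0.027 at stage 3 (n = 2 arrays per stage). The stage 1 signals of the former (4.97 and 4.88) lie below those of the random-sequence controls, so the size of its rise is uncertain. The ERF017-like factor (Cit.3778.1.S1_at) changed by -2.78 ± 0.062 at stage 2 and 3.20 ± 0.062 at stage 3. Of the 6 that fell, 3 are AINTEGUMENTA-like genes, members of the wider AP2 family that act in meristems, such as Cit.21438.1.S1_s_at (-2.42 ± 0.025). An ethylene-responsive element binding protein (Cit.24979.1.S1_at) changed by -0.75 ± 0.084 and 1.88 ± 0.084, and lipoxygenase 3 (Cit.12474.1.S1_s_at), an enzyme of jasmonate synthesis listed here, rose by 1.05 ± 0.09 and 3.47 ± 0.09. Over the 80 probe sets whose array name begins with ethylene terms, 17 rose, 31 fell and 32 did not pass at stage 2 (median -0.045), and 37 rose and 27 fell at stage 3 (median 0.094). The counts of the listed genes, from limma, are the same when adjusted over the list alone. Their members were chosen on these samples, so they are not independent evidence of direction.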

After self-pruning, genes for ethylene biosynthesis and perception were up-regulated (Additional file 6: Figure S4), including 16 ethylene-responsive TFs (Cit.12334.1.S1_s_at, Cit.1270.1.S1_s_at, Cit.14895.1.S1_s_at, Cit.16845.1.S1_at, Cit.17142.1.S1_s_at, Cit.19105.1.S1_at, Cit.21438.1.S1_s_at, Cit.21825.1.S1_at, Cit.22963.1.S1_x_at, Cit.2675.1.S1_s_at, Cit.29533.1.S1_s_at, Cit.3778.1.S1_at, Cit.3972.1.S1_at, Cit.4810.1.S1_at, Cit.6404.1.S1_at and Cit.6618.1.S1_at) and two ethylene response element binding proteins (Cit.24979.1.S1_at and Cit.17124.1.S1_at; Additional file 5: Table S2). This was the largest group among the five clusters comprising all hormone pathway genes. 

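A gene for cytokinin riboside 5′-monophosphate phosphoribohydrolase (Cit.13613.1.S1_at), which releases active cytokinins, had a log2 change of -0.055 ± 0.031 at stage 2 (adjusted p = 0.226 from limma, n = 2 arrays per stage) and fell at stage 3 (-2.81 ± 0.031, adjusted p = 2.42e-06, both stage 3 arrays below both stage 1 arrays). It is among 9 probe sets that Table S2 lists under other hormones, of which 1 rose, 5 fell and 3 did not pass at stage 2, and 5 rose and 4 fell at stage 3. RNA-dependent RNA polymerase 1 (Cit.30333.1.S1_at), listed there, rose by 0.88 ± 0.067 and 2.35 ± 0.067. A second probe set of the salicylic acid-binding protein 2 gene (Cit.19437.1.S1_at) changed by -3.55 ± 0.065 and -4.14 ± 0.065. The median of the list at stage 3 (1.83) and its mean (-0.51) differ in sign. Counts are the same when adjusted over the list alone, and the list was chosen on these samples, which makes it no independent evidence.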

Coinciding with the increased expression of ethylene biosynthetic genes, the expression of cytokinin riboside 5-monophosphate phosphoribohydrolase gene (Cit.13613.1.S1_at), a key gene related to cytokinin biosynthesis, was consistently suppressed (Additional file 6: Figure S4). In addiction, eight genes involved in the response to gibberellin acid (GA) stimulus (Cit.11064.1.S1_at, Cit.16807.1.S1_at, Cit.19872.1.S1_s_at, Cit.26276.1.S1_at, Cit.30545.1.S1_at, Cit.35768.1.S1_s_at, Cit.36807.1.S1_s_at and Cit.6376.1.S1_at) were up-regulated after self-pruning (Additional file 5: Table S2). The expression of a GA 2-beta-dioxygenase gene, which is responsible for GA catabolism, increased. These results indicated that ABA, auxin, ethylene and GA may be involved in the regulation of self-pruning process.

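Both gibberellin 2-beta-dioxygenase probe sets (Cit.26276.1.S1_at and Cit.36807.1.S1_s_at) rose at stage 3, by 2.44 ± 0.048 and 2.56 ± 0.079 (n = 2 arrays per stage). At stage 2 their changes were -0.07 ± 0.048 and -0.059 ± 0.079 and did not pass the test (adjusted p = 0.314 and 0.602 from limma). Of the 8 GA probe sets, 1 rose, 4 fell and 3 did not pass at stage 2, and 4 rose and 4 fell at stage 3 (the same counts when adjusted over the list alone). The fallen genes at stage 3 include the GA receptor GID1B-like (Cit.16807.1.S1_at, -1.01 ± 0.029) and the gibberellin-regulated proteins Cit.11064.1.S1_at (-2.24 ± 0.025) and Cit.19872.1.S1_s_at (-2.31 ± 0.025). The median at stage 3 was 0.89. The study chose these genes on these samples, so the counts are not independent evidence.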

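Across the hormone, cell wall and cell death lists of Table S2, 55 of 170 probe sets rose and 78 fell at stage 2, and 111 rose and 59 fell at stage 3 (55 and 79, then 111 and 59, when adjusted over the list alone). The 6 genes shared by several hormone pathways had 1 rise and 4 falls at stage 2 and 2 rises and 4 falls at stage 3 (the same when adjusted over the list alone). They include the leaf development gene ASYMMETRIC LEAVES1-like (Cit.23435.1.S1_s_at), which fell at stage 3 (-2.11 ± 0.026, n = 2 arrays per stage). The changes in expression of the ABA, auxin, ethylene and GA genes are the basis on which the paper proposes that these hormones may be involved in self-pruning. The lists were drawn up by the study from these samples and are not independent evidence of direction.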

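Wall genes were divided in direction at the beginning of self-pruning and mostly higher after it. Of 81 cell wall probe sets in Table S2, 30 rose, 31 fell and 20 did not pass the test at stage 2 (30 and 32 when adjusted over the list alone). At stage 3, 58 rose and 23 fell (the same when adjusted over the list alone), with a median of 2.20. Among wall genes of Table S1, a trichome birefringence-like gene (Cit.16608.1.S1_at), of a family that acetylates wall polymers, rose by 4.52 ± 0.049 at stage 3 (n = 2 arrays per stage), and a DUF579 protein (Cit.31273.1.S1_at), of a family that modifies xylan, by 4.55 ± 0.042. Beta-galactosidase 1 (Cit.11079.1.S1_at) fell at stage 2 (-2.30 ± 0.024) and was 0.24 ± 0.024 above stage 1 at stage 3. Calls are from limma over all probe sets tested. The 81 genes were chosen by the study on these samples, so the counts are not independent evidence of direction.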

In this study, a shared set of 81 genes associated with cell wall biosynthesis, loosening, and degradation were identified, with most of the genes exhibiting significant changes at all the three stages (Additional file 5: Table S2). Specifically, seven genes encoding pectinesterase-related protein (Cit.1729.1.S1_s_at, Cit.18581.1.S1_s_at, Cit.193.1.S1_s_at, Cit.28980.1.S1_s_at, Cit.29340.1.S1_s_at, Cit.31791.1.S1_at and Cit.6756.1.S1_at) and two gene encoding polygalacturonase-related protein (Cit.20071.1.S1_s_at and Cit.2559.1.S1_s_at) were up-regulated during the self-pruning process (Additional file 5: Table S2). 

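Of the 7 pectinesterase probe sets, which act on the methyl groups of pectin, 2 rose, 2 fell and 3 did not pass the test at stage 2. At stage 3, 6 rose and 1 fell, with a median of 2.63. Cit.29340.1.S1_s_at rose by 0.99 ± 0.064 at stage 2 and 4.46 ± 0.064 at stage 3 (n = 2 arrays per stage), and Cit.193.1.S1_s_at by 1.38 ± 0.024 and 4.10 ± 0.024. Cit.6756.1.S1_at fell at both stages (-3.89 ± 0.04 and -1.43 ± 0.04). Both polygalacturonase-related probe sets rose, Cit.20071.1.S1_s_at by 0.30 ± 0.024 and 1.88 ± 0.024, and Cit.2559.1.S1_s_at, which Table S1 names a polygalacturonase-inhibiting protein, by 0.82 ± 0.059 and 2.12 ± 0.059. Calls are from limma, and they are the same when adjusted over the list alone. The probe sets were selected by the study on these samples and are not independent evidence.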

We also observed one expansin gene (Cit.14005.1.S1_s_at) expressed during the shoot tip abscission process. 

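The expansin gene (Cit.14005.1.S1_s_at), which loosens growing walls, rose by 0.75 ± 0.043 at stage 2 and 1.83 ± 0.043 at stage 3 (adjusted p = 0.000579 and 8.49e-06 from limma, n = 2 arrays per stage). In each case both later arrays were above both stage 1 arrays.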

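Of 12 probe sets named for xyloglucan endotransglucosylase/hydrolase (XEH), enzymes that join and open xyloglucan chains of the wall, 9 rose and 3 did not pass the test at stage 2 (median 0.47). All 12 rose at stage 3 (median 3.40). The largest rises were 4.70 ± 0.026 in Cit.24850.1.S1_s_at and 4.59 ± 0.11 in Cit.15017.1.S1_at at stage 3 (n = 2 arrays per stage). Cit.17724.1.S1_s_at had a change of -0.36 ± 0.13 at stage 2 (adjusted p = 0.0904 from limma) and rose by 3.86 ± 0.13 at stage 3. The smallest rise, 1.84 ± 0.05, was in Cit.5620.1.S1_s_at, which Table S1 names a xyloglucan galactosyltransferase. The counts do not change when adjusted over the list alone, and a list chosen on these samples is not independent evidence. Of 25 xyloglucan enzymes and expansins on the whole array, 12 rose and 9 fell at stage 3 (median 0.20, lowest -4.66, 2 down past 4-fold), and camera gave an adjusted p of 0.181.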

Twelve genes encoding xyloglucan endotransglucosylase/hydrolase (XEHs) (Cit.10363.1.S1_s_at, Cit.1319.1.S1_s_at, Cit.1320.1.S1_s_at, Cit.15017.1.S1_at, Cit.17310.1.S1_s_at, Cit.17724.1.S1_s_at, Cit.24850.1.S1_s_at, Cit.27205.1.S1_at, Cit.30513.1.S1_x_at, Cit.5620.1.S1_s_at, Cit.9419.1.S1_x_at and Cit.9421.1.S1_s_at) were up-regulated (Additional file 7: Figure S5). Four genes encoding pectate lyase (Cit.1077.1.S1_s_at, Cit.15280.1.S1_at, Cit.3283.1.S1_s_at and Cit.35568.1.S1_s_at) were up-regulated during the whole self-pruning process (Additional file 7: Figure S5). 

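All 4 pectate lyases, which cleave pectin chains, rose at both stages, with a median of 0.59 at stage 2 and 2.21 at stage 3 (the same counts when adjusted over the list alone). Cit.35568.1.S1_s_at rose most at stage 3, by 2.90 ± 0.028 (adjusted p = 2.07e-06 from limma, n = 2 arrays per stage, both above both stage 1 arrays). Cit.1077.1.S1_s_at rose most at stage 2, by 0.74 ± 0.047. The study chose the 4 on these samples, so they are not independent evidence of direction.

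**Figure D4:**
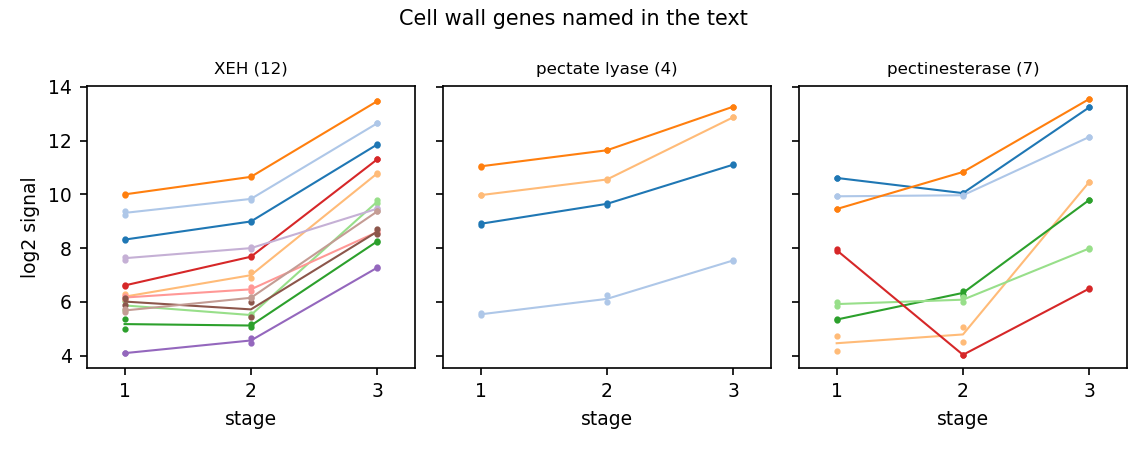
Log2 signal (vertical axis) at stages 1, 2 and 3 (horizontal axis) for 12 XEH, 4 pectate lyase and 7 pectinesterase probe sets. Points are single arrays and lines join the means of 2 arrays. The 12 XEH and 4 pectate lyase lines end higher at stage 3 than at stage 1, and 1 of the 7 pectinesterase lines ends lower.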

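Single chitinase, snakin and peroxidase genes moved as follows. Chitinase (Cit.302.1.S1_s_at) and basic endochitinase (Cit.20412.1.S1_s_at), which break down fungal walls, changed by -4.09 ± 0.044 and -3.75 ± 0.051 at stage 2 and by -3.64 ± 0.044 and -3.37 ± 0.051 at stage 3 (n = 2 arrays per stage). A chitinase-like protein 2-like gene (Cit.1365.1.S1_x_at) rose by 4.27 ± 0.071 at stage 3. The antimicrobial peptide gene snakin-2 (Cit.3665.1.S1_at) changed by -2.79 ± 0.046 and -1.34 ± 0.046. Peroxidase 2 (Cit.11855.1.S1_s_at) rose by 0.79 ± 0.024 and 2.37 ± 0.024, and peroxidase 4-like (Cit.13606.1.S1_at) changed by -2.02 ± 0.04 and -0.99 ± 0.04. Of 46 chitinases and pathogenesis-related genes on the whole array, 8 rose, 18 fell and 20 did not pass at stage 2 (median -0.053, camera adjusted p = 0.0782, and adjusted p = 0.291 with an estimated correlation). At stage 3, 12 of the 46 rose and 21 fell (median -0.23). Of 22 peroxidases there, 5 rose and 6 fell at stage 2, and 11 rose and 3 fell at stage 3 (median 0.38). Of 63 defence and wound probe sets in Table S1, 30 rose and 25 fell at stage 2 (31 and 26 when adjusted over the list alone), and 45 rose and 18 fell at stage 3 (the same when adjusted over the list alone). The name pattern of this list also takes in 11 xyloglucan endotransglucosylases, and without them 22 of 52 rose and 25 fell at stage 2, which turns the balance there, and 34 rose and 18 fell at stage 3. Median and mean of the 63 differ in sign at stage 2 (0.17 and -0.40). Of 16 oxidative stress probe sets, 6 rose and 8 fell at stage 2, and 11 rose and 5 fell at stage 3 (the same when adjusted over the list alone). Calls are from limma, and both lists were chosen on these samples and are not independent evidence.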

Some candidate genes related to cell wall degradation and wall modification (Additional file 5: Table S2) were also identified, such as serine carboxypeptidase, snakin, peroxidase, cell wall invertase, and chitinase, all of which probably aid in later abscission processes (Additional file 7: Figure S5). Another group of genes that was up-regulated from stage 1 to stage 3 included those possibly involved in PCD (Additional file 5: Table S2), such as mitogen-activated protein kinase (Cit.30629.1.S1_at), beta-expansin (Cit.39752.1.S1_at), ethylene responsive element binding genes (Cit.17124.1.S1_at) and amino acid permease (Cit.18023.1.S1_at) based on GO analysis [7, 20], similar to the pattern observed for genes associated with cell wall degradation (Additional file 7: Figure S5).

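Of the 4 programmed cell death genes that the text names by identifier, 3 rose and 1 did not pass the test at stage 2, and all 4 rose at stage 3 (the same counts when adjusted over the list alone), with a median of 2.42. Mitogen-activated protein kinase 3 (Cit.30629.1.S1_at), a kinase of stress signalling, had a change of -0.11 ± 0.11 at stage 2 (adjusted p = 0.469 from limma, n = 2 arrays per stage) and rose by 2.46 ± 0.11 at stage 3. Beta-expansin (Cit.39752.1.S1_at) rose by 1.19 ± 0.039 and 3.10 ± 0.039, the amino acid permease (Cit.18023.1.S1_at) by 0.69 ± 0.028 and 2.39 ± 0.028, and the ethylene-responsive element binding gene (Cit.17124.1.S1_at) by 0.97 ± 0.033 and 1.86 ± 0.033. The 4 listed in Table S2, which include the first 3 of these genes, gave the same counts. A cysteine proteinase (Cit.4078.1.S1_at), of a class of proteases active in dying cells, rose by 3.69 ± 0.032 at stage 3. Its stage 1 signals (4.22 and 4.28) and those of the kinase (4.71 and 4.67) lie below the random-sequence controls. The sizes of these rises are therefore uncertain. The 4 genes were chosen by the study on these samples and are not independent evidence of direction.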

### Changes in transcript levels of selected genes during the self-pruning process

Transcriptional regulation revealed by microarray data was confirmed by using real-time PCR. 

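The IDs that head primer pairs in Table S3 lead to 28 probe sets of 24 stems. On the arrays, 15 of the 28 rose and 11 fell at stage 2, and 11 rose and 17 fell at stage 3, from limma at an adjusted p under 0.05. Among those that fell at stage 3 are a hydroxyproline-rich glycoprotein of the wall (Cit.14216.1.S1_at, -4.13 ± 0.055, n = 2 arrays per stage), the homeobox gene ATHB-51-like (Cit.35235.1.S1_at, -4.47 ± 0.052) and the LHY-named Cit.29406.1.S1_s_at (-2.85 ± 0.066), which had risen by 1.17 ± 0.066 at stage 2. A cysteine and histidine-rich domain gene (Cit.29751.1.S1_at) rose by 2.27 ± 0.081 and 3.48 ± 0.081. The 28 probe sets were picked by the study from these samples and are not independent evidence of direction.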

Twenty-four genes were chosen to design gene-specific primers; these selected genes encode proteins previously reported to be associated with, or involved in abscission process in other species, or their transcript levels were significantly changed during the whole self-pruning process. On the other hand, self-pruning plays an important role in citrus floral bud initiation. Therefore, five key or integrated citrus flowering-related genes (*APETELA1*: *CiAP1*; *FLOWERING LOCUS C*: *CiFLC*; *FLOWERING LOCUS T*: *CiFT*; and *SUPPRESSOR OF OVEREXPRESSION OF CONSTANS1/2*: *CiSOC1*) and three genes related to vegetative growth (*TERMINAL FLOWER1*: *CiTFL1*; *WUSCHEL*: *CiWUS*; and *SELF-PRUNING: CiSP*) were also investigated (Additional file 8: Figure S6). Two *SOC1-like* (*CiSOC1/2*) and three *FT* homologues from citrus were isolated in previous studies [21, 22]; however, three *CiFT* homologues showed high identities in open reading frame. Thus, total *CiFT* and *CiSOC1/2* were investigated in this study. 

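On the arrays, the high mobility group B protein 13-like gene (Cit.14181.1.S1_at), a DNA-binding chromatin protein, fell by 0.27 at stage 2 and by 3.52 at stage 3 on the log2 scale (SE 0.028, n = 2 arrays per stage). A NAC domain gene (Cit.1497.1.S1_s_at) fell by 4.12 at stage 2 and by 1.38 at stage 3 (SE 0.064). All later arrays were below both stage 1 arrays, and the adjusted p from limma at stage 3 was 1.89e-06 and 5.4e-05.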

Overall, real-time PCR revealed the same expression trend as the microarray data for 32 of the genes except Cit.14181.1 and Cit.1497.1 (Additional file 8: Figure S6), despite some quantitative differences in expression level. These results confirmed that the microarray data were reliable. It is notable that the expression levels of *CiAP1* and *CiFLC*, belonging to the cluster 1, were up-regulated whereas *CiSOC2* and *CiTFL1* were down-regulated as genes gathered in cluster 2. However, *CiSP*, *CiFT* and *CiWUS* of the cluster 3 were transiently suppressed at stage 2 and then induced to the initial expression level at stage 3 (Figure 5).

### *Expression of the CiAP1, CiFLC, CiSP and CiFT by*in situ *hybridization*

To assess the physiological functions of *CiAP1*, *CiFLC*, *CiSP*, and *CiFT* during the self-pruning of shoot tips and lateral bud development process, we examined their expression in shoot tips and lateral bud by *in situ* hybridization (Figure 6).Primer sequences were shown in detail in the Additional file 9: Table S3. Previous studies revealed that AP1 can be used as a good marker to determine whether herbaceous and woody plants are either at the flowering stage [23, 24] or at the development stage [25]. In the present study, there was little or no *CiAP1* expression in the center of the meristem (Figure 6A, B). However, *CiAP1* was detected in leaf primordia at 10 days before self-pruning (Figure 6A) and tended to decrease at the beginning of self-pruning (Figure 6B). It is worth noting that *CiAP1* was expressed strongly in lateral buds after self-pruning (Figure 6D) as compared with its expression before self-pruning (Figure 6C). *CiFLC* is a key component in the regulatory pathway of bud dormancy release in citrus [26]. *CiFLC* was found to be expresses in the whole zone of the SAM, leaf primordia, and the young leaves at 10 days before self-pruning (Figure 6E) and its expression was maintained at low level as self-pruning began (Figure 6 F). In the lateral bud, *CiFLC* showed relatively high transcript level at 20 days after self-pruning (Figure 6H) compared with the levels at 3 days before self-pruning (Figure 6G). The level of *CiSP* was high in the whole zone of the SAM and leaf primordia at 10 days before self-pruning (Figure 6I) and tended to decrease as self-pruning began (Figure 6 J). *CiSP* was highly expressed at 20 days after self-pruning in the axillary bud (Figure 6 L) compared with 3 days before self-pruning (Figure 6 K). However, *CiSP*, *CiAP1* and *CiFLC* did not show specific expression at the AZ (Figure 6 M–O). Considering *CiFT*, we did not obtain very clear signals at these stages (data not shown), possibly because of low abundance of the transcript. In addition, recent studies of *Arabidopsis* also demonstrated that protein of *FT* is produced in the vascular tissues of leaves and moves from the leaves to the SAM as a mobile flowering signal [27].

**Figure 6:**
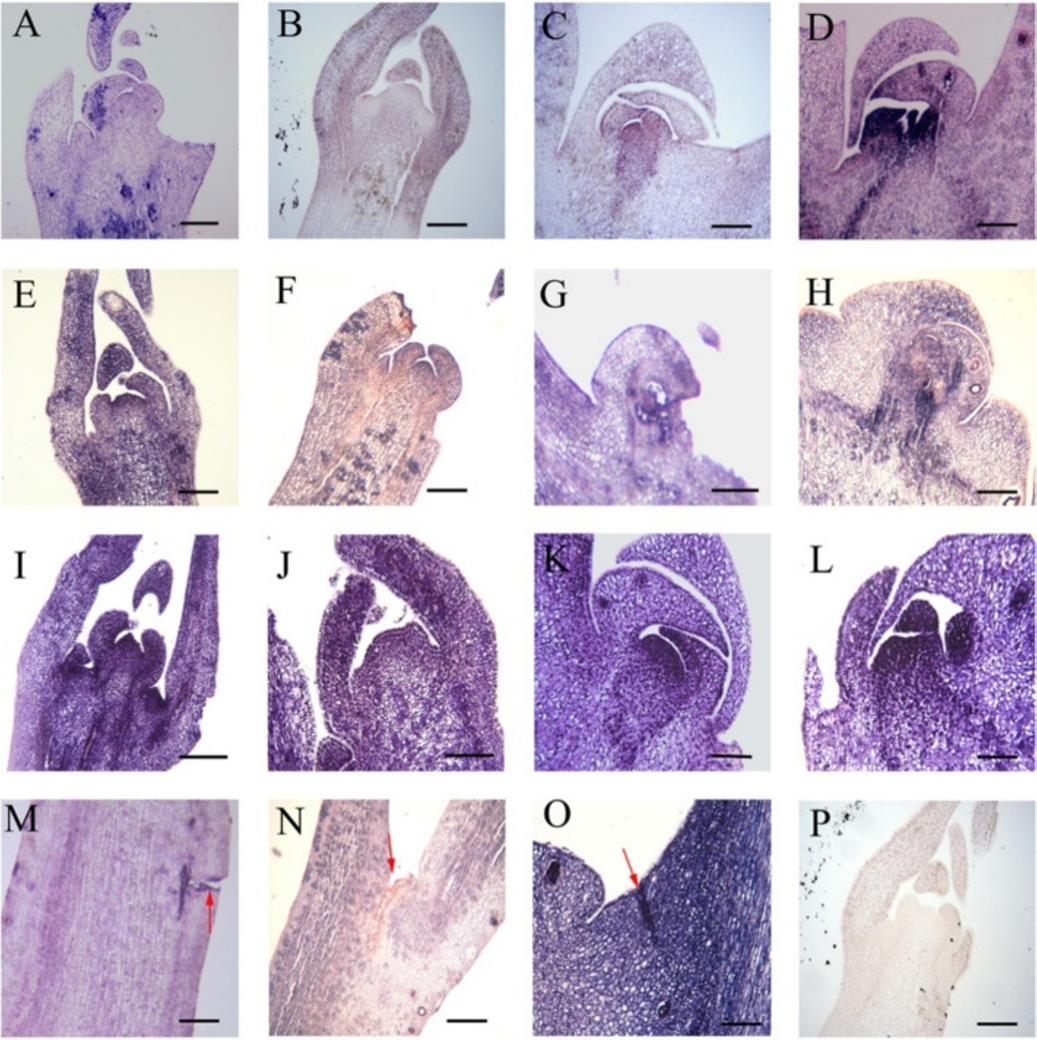
***CiAP1*** **,** ***CiFLC*** **, and** ***CiSP*** **expression during self-pruning shown by** ***in situ*** **hybridization. (A, B)** *CiAP1* expression in shoot tips at 10 days before self-pruning and self-pruning beginning, respectively; **(C, D)** *CiAP1* expression in lateral bud at 3 days before self-pruning and 20 days after self-pruning, respectively. **(E, F)** *CiFLC* expression in shoot tips at 10 days before self-pruning and self-pruning beginning, respectively; **(L, M)** *CiFLC* expression in lateral bud at 3 days before self-pruning and 20 days after self-pruning. **(I, J)** *CiSP* expression in shoot tips at 10 days before self-pruning and self-pruning beginning, respectively; **(K, L)** *CiAP1* expression in lateral bud at 3 days before self-pruning and 20 days after self-pruning, respectively; **(M, N, and O)** *CiAP1*, *CiFLC* and *CiSP* expression in AZ, respectively. **(P)** hybridized with a sense *CiSP* probe. Red arrows represent AZ. The primers used for the analyses are given in Additional file 9: Table S3. Bars are 50 μm in M, N and O, and 100 μm in other photographs.

## Discussion

Self-pruning is a demarcation point for SAM to initiate leaf bud or floral bud development. However, the phenological and morphological plasticity of self-pruning in citrus have not been examined by experimental manipulation. Abscission typically occurs at spring shoots when the citrus shoot separates from the top part of the shoots. This process has been widely characterized at AZ level [11, 14, 28, 29], as the last step involved in abscission, but understanding the mechanisms occurring during self-pruing induction would improve the sketched models already published. Therefore, this study provided the first thorough analysis of the underlying physiological and molecular activities that occur during the major events of the self-pruning process. Over the last two decades, genes related to fruit and leaf abscission have been identified, including several transcription factor genes whose homologs are involved in meristem cell fates of model plants, including *LATERAL ORGAN BOUNDARIES DOMAIN PROTEIN 1*, *WUS*, *KNAT6*, *BELL-like protein 1*, and *JOINTLESS* as well as axillary meristem genes *BLIND* and *LATERAL SUPPRESSOR* in tomato [30–34]. Although the complete sweet orange genome sequence is now available [35], no clear homologs have yet been identified in citrus except *WUS* and *KNAT6*. It is possible that some different genes, perhaps a member of a different subfamily, perform similar functions during citrus development. In this study, homologs of *KNAT6* displayed expression profiles similar to those previously described in SAM [34], but they did not reach a significant level based on stringent value *P* ≤ 0.001 and 4-fold change. 

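KNOTTED-type homeobox genes, which keep meristem cells undifferentiated, were higher at stage 3 on the arrays. Of 3 probe sets whose array name begins with the family name, 2 rose and 1 did not pass the test at stage 2 (log2 changes of 0.099 to 0.15 over the 3) and 3 rose at stage 3 (0.30 to 0.70), and 0 passed 4-fold (limma, adjusted p under 0.05, n = 2 arrays per stage). The homologue KNOTTED-1-like 2-like of Table S1 rose by 1.81 ± 0.025 at stage 3, and these probe sets were chosen after their values were seen. The array's gene names are shortened, so these probe sets are not tied to KNAT6 itself.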

One possible reason for this observation is that the regulatory mechanism of self-pruning differs between model plants and woody plants.

Many hormones regulate the process of plant organ abscission, such as auxin, ABA, GA, jasmonic acid (JA), and ethylene, among which auxin and ethylene play important roles [7, 14]. Ethylene and ABA may play the role of “amplifiers” of the unknown signal or signals that cause all the transcriptional rearrangements observed in abscising tissues. Ethylene and ABA, in concert with secondary messengers, carry the stimuli that activate the AZ and cause the release of the tissue [12]. On the contrary, auxin and gibberellin-related genes, regulating the growing and differentiation of the tissues, are negative regulated during the abscission induction. Therefore, auxin prevents the abscission process in plants, and ethylene accelerates it [7]. As previously reported [12–14], hormones seem to play a relatively important role during the abscission process, because a majority of the transcriptionally activated genes involved in hormone signaling appear to be downstream of the induction of abscission (Additional file 6: Figure S4). In fact, the expression of many genes associated with ethylene and auxin metabolism were altered during the self-pruning process. This is consistent with the relationship between abscission and increased expression of genes for ethylene synthesis and ethylene receptors in the AZ, which has been reported in apple [36] and olive [37]. As long as the flux of auxin to the AZ is maintained, cell separation is inhibited and abscission does not happen [29]. The potential importance of auxin–ethylene crosstalk was also supported in transcriptome analysis of tomato flower AZ [14], in which auxin depletion caused altered expression of auxin-related genes in association with the acquisition of ethylene sensitivity in the flower AZ. ABA has been implicated in the regulation of stress-induced senescence [38], and it has been proposed that ABA might be correlated with the ethylene-associated abscission activation in citrus fruitlets [39]. We observed some genes involved with ABA biosynthesis and signaling and an increase in the expression of genes for ABA biosynthesis during the self-pruning process. For other hormones, the induction of rate-limiting enzyme genes for GA and JA suggests coordinated regulatory modes among these hormone-related genes, and enhanced expression of the ABA catabolism gene [40] may indicate increased ABA breakdown during the self-pruning process.

PCD is a highly organized and genetically controlled suicidal process [41]. In the developmental program of plants, legumains have been associated with the PCD of internal layers of the seed coat in *Arabidopsis* [42], with the PCD related to heat shock through a signaling pathway involving ROS and a MAP kinase in *Arabidopsis* [43], with the PCD involved in somatic embryogenesis in *Arabidopsis* [44], and with the PCD related to the release of apical dominance in potato tubers [45]. This may suggest a functional relationship between PCD and self-pruning by affecting shoot tips cell viability. Here, we detected DNA fragmentation in the shoot tips during the self-pruning process by TUNEL analysis, suggesting PCD may be involved in self-pruning process. In spring shoots, if the shoot tip is undergoing PCD, it should only be detected on the apical portions but, the TUNEL signal was detected on both sides of the AZ (Figure 3I). The result might be caused by the second self-pruning of shoot tips. For some spring shoot, it will begin the second self-pruning with great distances between AZ and pseudoterminal bud (Additional file 10: Figure S7). In addition, the AZ cells are not distinguishable from those of the adjacent tissues before activation, resulting difficult to identify the proper position of the AZ. Therefore, in the apical spring shoots including even the distal AZ the transcriptional profiling analysis was performed in this study. We know that PCD can be initiated by all types of ROS, and the ROS level is tightly regulated by the balance between production and scavenging. The shift from a signaling to a deleterious role is related to ROS exceeding a threshold level, which leads to various cellular alterations and damage [46, 47]. In the present study, we noted an increase in the H_2_O_2_ and O_2_^-^ levels in shoot tips during the self-pruning process. Although we could not decipher the mechanism of action regarding H_2_O_2_ and O_2_^-^, our work demonstrates that ROS accumulate at higher level probably because they may play a role in stimulating the expression of abscission-related genes during the induction of shoot tip abscission. On the other hand, many genes involved in ROS detoxification were also identified in this study (Additional file 3: Table S1). Therefore, we speculate a balance of preferential expression of ROS-related genes between the laminar AZ and apical portions of shoot tips during the self-pruning process. This balance would be biased toward the laminar AZ during the early events prior to detachment and to the apical portion once cell separation has started. Hence, ROS could be involved in signaling events occurring during the onset of the self-pruning process. Further research is required to establish the relationship between the occurrence of PCD and the underlying regulatory molecular mechanisms during self-pruning.

Abscission is considered to be achieved through four major steps based on a working model [11]: 1) determination of the AZ, 2) competence to respond to abscission signals, 3) activation of the abscission and 4) post abscission transdifferentiation. Thus, based on above model of abscission, at stage 1 the AZ cells may be already competent to respond to abscission stimuli at stage 1; the AZ was activated at stage 2, as consequence of the up-regulation of cell-wall degrading genes as well as defense genes, and an initial lateral breakdown of the cell layers was evident; At stage 3, the post abscission transdifferentiation where the proximal cell layers increased in volume and formed the protective layer in the present study. Therefore, the classification of the clusters into four groups suggests that the abscission process may be separated into two main phases. In the early phase, from stage 1 to stage 2 (after activation of the AZ), ethylene sensitivity and abscission competence are acquired; and in the second phase, between stage 2 and stage 3 (after shoot tip removal), the active abscission process starts and leads to shoot tip abscission. A key step in the loss of adhesion between cells within a separation layer was the induction of cell wall degrading enzymes such as polygalacturonases, which have been studied in oilseed rape and *Arabidopsis* AZ s [28, 48]. The roles of other wall-modifying proteins such as expansin, XEH, and pectinesterase have also been studied during the abscission process [49]. Previous reports have indicated that an increase in XEH, expansin, and pectate lyase correlate with organ abscission [7, 50, 51]. In the present study, numerous genes encoding above genes were found to be over-represented during self-pruning process (Additional file 5: Table S2). These results indicated that these genes may be involved in sweet orange self-pruning process. Overall, these results suggest that many genes related to cell wall degradation play an important role in regulating sweet orange self-pruning.

In this study, according to function clustering of the 1,378 DEGs by GO analysis, about 30% of the genes related to macromolecule and protein metabolism were expressed preferentially in the shoot tips during the self-pruning period (Additional file 3: Table S1). The involvement of protein biosynthesis was also supported by the induction of genes encoding translation initiation and elongation factors. This is consistent with previous reports of stimulation by protein biosynthesis within the AZ in citrus [52]. These results suggested that the specific activation of the protein metabolism within the AZ is a consequence of remodeling of protein composition coupled with the activation of hormone signaling events. In the three stages of our experimental set-up, it is noteworthy that some of the crucial genes taking part in cell wall remodeling already exhibited high or low expression levels, especially in the third period. This indicated that several steps need to occur from self-pruning–related gene expression to shoot tip abscission, including protein translation and degradation and probably transport to the extracellular matrix. Indeed, our results also identified the induction of several genes (vacuolar protein sorting associated protein, GDSL esterase/lipase, and polyubiquitin) involved in vesicle trafficking based on GO analysis (Additional file 3: Table S1), a process that has recently been indicated as crucial for abscission [53]. In general, engaged lipid metabolism usually involves an extensive network of Golgi bodies and endoplasmic reticulum [54], a characteristic of cells undergoing abscission [55]. Along the same lines, the lipid metabolism (e.g., glycerolipid, glycerophospholipid, steroid, fatty acid, sphingolipid) pathway displayed a high frequency of preferential expression within the AZ (Additional file 4: Figure S3B; Additional file 3: Table S1). Therefore, the lipid metabolism pathway enhancement during abscission could be due partially to the production of Golgi bodies and new endoplasmic reticulum profiles that are generated to assist the required membrane trafficking.

In addition, self-pruning in citrus affects the SAM development program and therefore the architecture of the plant as well as the production of fruits. The floral bud induction could be paralleled with the mechanism occurring in the other fruit plants promoting the return of the bloom or the onset of alternative bearing, this latter being an unwanted trait that negatively affects fruit production. Several classes of TFs exhibited significant changes in expression, including ERF/AP2 TFs, bZIP proteins, MADS-box and MYB domain proteins (Additional file 3: Table S1). The differentially expressed ERF/AP2 TFs were co-expressed with the genes for biosynthesis and signaling of ethylene and ABA, consistent with their roles in these two hormone signaling pathways [12, 25, 52, 56]. Interestingly, three homologs of citrus flowering related genes, which encode three MADS-box TFs (*CiAP1*, *CiFLC* and *CiSP*) and regulator of self-pruning process of sweet orange spring shoots, were down-regulated in shoot tips before self-pruning, and up-regulated in lateral buds after self-pruning. Based on these results, we conclude that a high expression level of three flowering time genes might help to maintain the terminal buds in a dormant state before self-pruning, whereas the down-regulation of these genes after self-pruning induction might be closely related to the shift of cell activity or the change in flowering competence of spring shoot lateral buds.

## Conclusion

To identify the physiological and molecular properties of citrus shoot tips during the self-pruning process, we analyzed morphology, cytology, DNA degradation, ROS accumulation, and gene expression profiles of shoot tips. Based on our findings, we have developed a model of self-pruning (Figure 7). Before self-pruning, ethylene and ABA are produced in the shoot tip, triggering those unidentified early abscission signals that at the end stimulate the expression of genes involved in the cell wall metabolism. The depletion of the auxin in the AZ of the spring shoot causes the AZ to become sensitive to ethylene and ABA, which promote the advancement of abscission. The generation of Golgi-derived vesicles containing cell–wall related enzymes is responsible for the transport of these enzymes to the extracellular matrix, facilitating degradation of cell wall of the AZ cells. PCD is induced at the distal side of the AZ by ROS. The AZ is identified by loss of cell viability, altered nuclear morphology, DNA fragmentation, elevated levels of ROS, and elevated enzymatic activities and expression of PCD-associated genes (Figure 7). Throughout the entire process, the protein metabolism machinery appears to be activated to coordinate new protein scenarios, and hormone signaling and ROS are activated to regulate the steps of the process. After self-pruning, when the lateral buds are released from inhibition, florigen and nutrients are gradually transported to the lateral bud, and the lateral bud begins to accumulate nutrients for flower bud differentiation.

**Figure 7:**
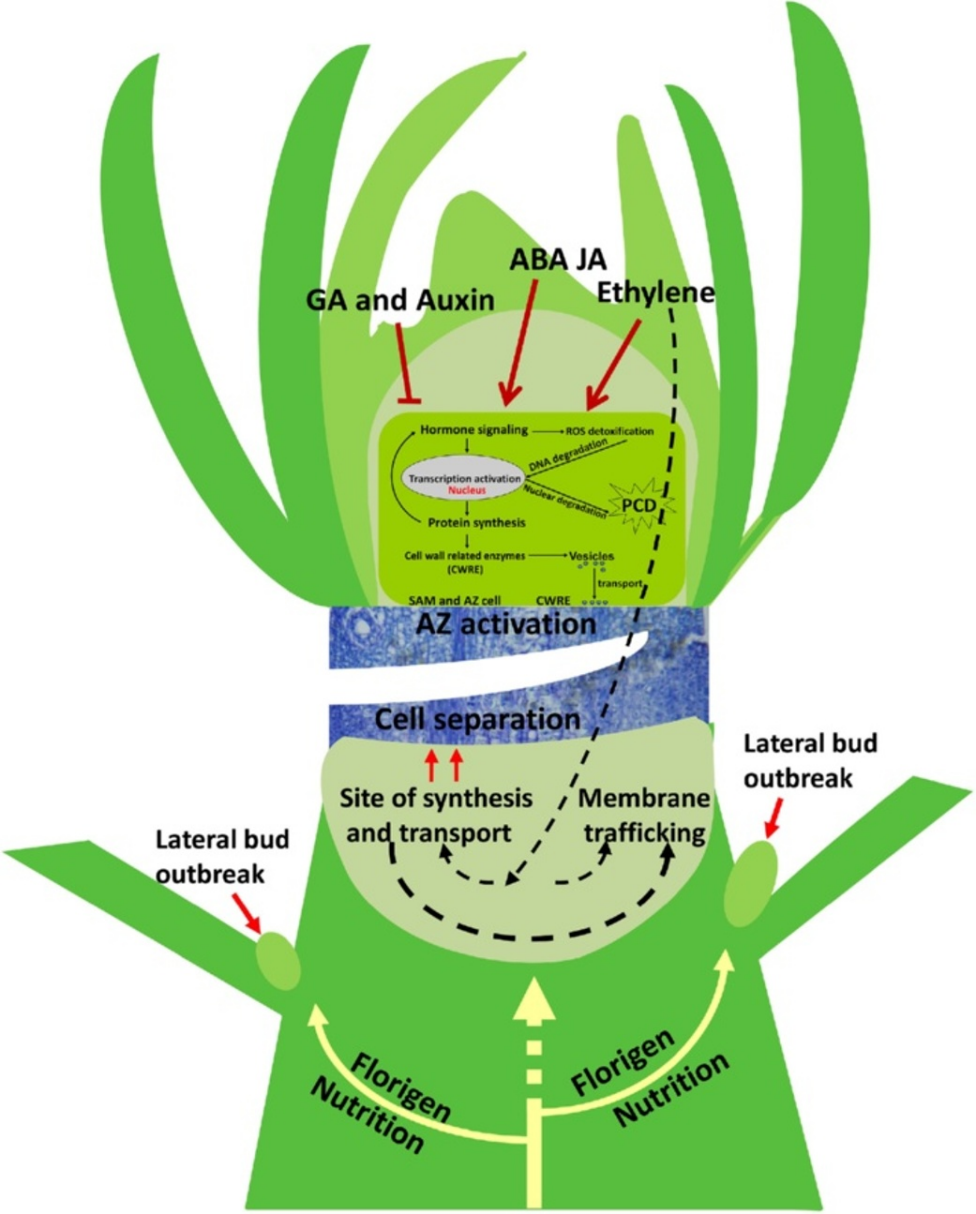
**Proposed model for molecular events occurring in the sweet orange (** ***Citrus sinensis*** **) shoot tips and AZ during self-pruning based on expression data obtained from microarray hybridization.** Arrow-ended and blunt-ended lines represent process induction and repression, respectively; white dashed and solid arrows represent transport gradually decreased and increased, respectively.

## Methods

### Plant materials and total RNA extraction

Plants of sweet orange (*Citrus sinensis* Osbeck ‘Cara Cara’, navel orange) were grown under natural environmental conditions in experimental fields of the National Citrus Breeding Center of Huazhong Agricultural University, Wuhan, China (30°28′ N, 114°21′ E, 30 m a.s.l.). The shoot tips of spring shoots were collected at three distinct phases (stage 1, 3 days before self-pruning, see Figure 1C; stage 2, beginning of self-pruning, see Figure 1D; stage 3, 7 days after self-pruning, see Figure 1F), which represent critical physiological and anatomical changes during the self-pruning process. The shoot attained its maximum length, the tip changed from green to yellow and lobular of some shoot tips begin to fall at 3 days before self-pruning; the separation layer was visible as self-pruning began; and an obvious necrosis commenced in surrounding AZ at 7 days after self-pruning. Therefore, shoot tips (about 0.5-2 cm, Additional file 1: Figure S1B) including the AZ at three stages were collected from adult trees of sweet orange, immediately frozen in liquid nitrogen, and stored at -80°C until use. Shoot samples were collected from three groups of trees (each with three trees) for replicate analysis. For morphological observation and floral development, about 600 buds or shoot tips displaying a similar growing condition were selected and tagged as they were sprouting, the self-pruning time of these shoot tips was recorded, the time span of self-pruning was analyzed based on these spring shoots self-pruning time. Twenty spring shoots were sampled every 2 days in the self-pruning stage and every 4 days thereafter, the shoot tips of these spring shoots and lateral bud of spring shoots were collected during self-pruning process, fixed, and stored in Formalin-Acetic Acid-Alcohol (FAA). Cytological observation of shoot tips and lateral buds were performed by paraffin section analysis followed the method described by Ruzin [57].

### PCD markers, O^2–^ and H_2_O_2_ detection

For TUNEL staining, fixed tissues were rehydrated with Histoclear and decreasing concentrations of ethanol (100%, 70%, and 30%). Tissue permeabilization was performed with 20 μg/mL proteinase K (Invitrogen, USA) in 10 mM Tris (pH 7.5) and 5 mM EDTA (pH 8) at 37°C for 30 min. After washing the tissue twice with phosphate-buffered saline (PBS), lysing enzyme (4 mg/mL) in 5 mM EDTA (pH 8) was added and incubated for 20 min at 37°C. TUNEL reaction was performed on slides using the DeadEnd Fluorometric TUNEL System (Promega, USA) according to the manufacturer’s instructions.

Accumulation of O_2_^-^ and H_2_O_2_ was detected by a histochemical staining method by using NBT and DAB, respectively [58].

### TEM analysis

The shoot tips of spring shoot were washed with PBS (pH 7.2) at room temperature and post-fixed in 2% (w/v) OsO_4_ in PBS (pH 7.2) for 3 h. The tissues were then rinsed twice in PBS and stained with uranyl acetate. The samples were dehydrated by passing them through an ethanol series and acetone, and they were then embedded in Agar100 epoxy resin (Agar Scientific). Thin sections were cut, treated with uranyl acetate/lead citrate, and examined with a Tecnai G2 Spirit transmission electron microscope (FEI; Phillips). Representative photographs are presented.

### DNA extraction and analysis

Genomic DNA from the shoot tips of spring shoot was isolated using cethyltrimethylammonium bromide (CTAB) method [59]. DNA quantity and quality were assessed spectrophotometrically at 260, 280 and 230 nm. About 5 μg of DNA was separated on 1.5% agarose gel, stained with ethidium bromide, and visualized using a UV transilluminator (Bio-Rad) by image analysis, using the Bio-Rad image analysis program.

### RNA isolation, microarray hybridization and functional annotations of the DEGs

Three total RNA samples (stage 1, stage 2, stage 3) from shoot tips including AZ were independently isolated from each sample, according to a previous protocol [60]. Hybridized with commercial Genechip Citrus Genome Arrays (Cat. no. 900732; Affymetrix; Santa Clara, CA, USA), which contains 30,171 probe sets representing 33,879 citrus transcripts. The array is based on expressed sequence tags obtained from several *Citrus* species and hybrids. Also included are sequences from Poncirus species and *Poncirus* × *Citrus* hybrids. Hybridization signals were normalized using the Affymetrix Microarray Suite program (version 5.0) and visualized using the software tool of The Institute for Genomic Research (TIGR) MeV [61]. Affymetrix raw data files (cell intensity [CEL] files) were first analyzed with robust multi-array Average (RMA) normalization as implemented in the Affymetrix Expression Console Software (version 1.1) to remove between-array effects and to standardize the low-level data [62]. In order to detect DEGs, Significance Analysis of Microarrays (SAM) algorithm [63] was used to calculate the p-values for genes at the indicated time points. The list of DEGs at each indicated time point was obtained by SAM with the fold change ≥ 4 and *P* ≤ 0.001 compared with the control.

Annotations of putative functions for DEGs were performed using the program Blast2GO [64], which was run locally to perform a BLAST search against a reference database that stores UniProt entries and their associated Gene Ontology (GO) Slim. The GO categorization results were expressed as three independent hierarchies pertaining to biological processes, cellular components, and molecular functions.

### Real-time quantitative PCR

The transcriptional profiles of 32 genes were analyzed by real-time PCR using the SYBR Green PCR master mix (Roche Applied Science, Mannheim, Germany), as described previously [26]. Primer sequences were shown in detail in the Additional file 9: Table S3. Three biologic replicates and four technical replicates were assayed, and all showed similar trends. Data from one biologic repeat are presented.

### RNA in situ hybridization and detection

Digoxigenin-labeled RNA probes were prepared using a DIG Northern Starter Kit (Roche, Germany). T7 and SP6 RNA polymerase were used to generate the sense and antisense RNA probes by *in vitro* transcription according to the manufacturer’s instructions. Prehybridization, hybridization, washing, and detection were performed as described in the Cold Spring Harbor *Arabidopsis* Molecular Genetics Course (http://www.Arabidopsis.org/cshl-course/5-in_situ.html).

#### Data access

The microarray data have been submitted to Gene Expression Omnibus (GEO) under accession no. GSE53579.

## Electronic supplementary material

Additional file 1: Figure S1: Spring shoot of sweet orange regions used in this study: (A) shoot tip regions; (B) microarray analysis regions; (C) AZ; (D) apical portions; and (E) basal portions.

Additional file 2: Figure S2: Histochemical staining assay of ROS accumulation with nitro blue tetrazolium (NBT) and diaminobenzidine (DAB) in shoot tips during self-pruning process. (A–F) control: shoot tips subjected to dehydration by alcohol. (G–L) NBT staining of shoot tips during self-pruning process. (M–R) DAB staining of shoot tips during self-pruning process. (A, G, and M) 10 days before self-pruning; (B, H, and N) beginning of self-pruning of spring shoots; (C, I, and O) 3 days after self-pruning; (D, J, and P) 7 days after self-pruning; (E, K, and Q) before formation of protective layer of AZ; (F, L, and R) after protective layer of AZ forms.

Additional file 3: Table S1: Annotation of the 1,378 DEGs during self-pruning process.

Additional file 4: Figure S3: Characterization of 1,378 differentially expressed genes by gene ontology categories in sweet orange (*Citrus sinensis*), (A) molecular function; (B) biological process; (C) cellular component.

Additional file 5: Table S2: Identification of self-pruning–related genes by microarray analysis.

Additional file 6: Figure S4: Cluster analysis of expression profiles of hormones related DEGs at three stages. Each column represents a sample, and each row represents a single citrus transcript sequence. The bar represented the scale of relative expression levels of DEGs, and colors indicate relative signal intensities. a: these genes involved in multiple hormones metabolism and signaling; b: SA-related genes; c: Cytokinin riboside 5-monophosphate phosphoribohydrolase. TF, transcription factor.

Additional file 7: Figure S5: Cluster analysis of expression profiles of cell wall related DEGs at three stages. Each column represents a sample, and each row represents a single citrus transcript sequence. The bar represented the scale of relative expression levels of DEGs, and colors indicate relative signal intensities. XEH indicated Xyloglucan endotransglucosylase hydrolase.

Additional file 8: Figure S6: Cluster analysis of expression profiles of DEGs at three stages of sweet orange spring shoots by real-time PCR (qPCR) and microarray analysis. Each column represents a sample, and each row represents a single citrus transcript. The bar represented the scale of relative expression levels of DEGs, and colors indicate relative signal intensities. For qPCR analysis, data points represent mean ± SE of at least four replicates for the relative expression, which were normalized by the amount of the *β-actin* control expression. The primers used for the analyses are given in Additional file 9: Table S3.

Additional file 9: Table S3: Specific primers for real-time PCR and *in situ* hybridization.

Additional file 10: Figure S7: Phenotypic characteristics of ‘Cara Cara’ navel orange (*Citrus sinensis* Osbeck) spring shoot during the second self-pruning process. Red arrows represent AZ.

# Supplementary material for: Involvements of PCD and changes in gene expression profile during self-pruning of spring shoots in sweet orange (Citrus sinensis)
**Source:** BMC Genomics. 2014 Oct 13;15(1):892. doi: 10.1186/1471-2164-15-892
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1: Spring shoot of sweet orange regions used in this study: (A) shoot tip regions; (B) microarray analysis regions; (C) AZ; (D) apical portions; and (E) basal portions.

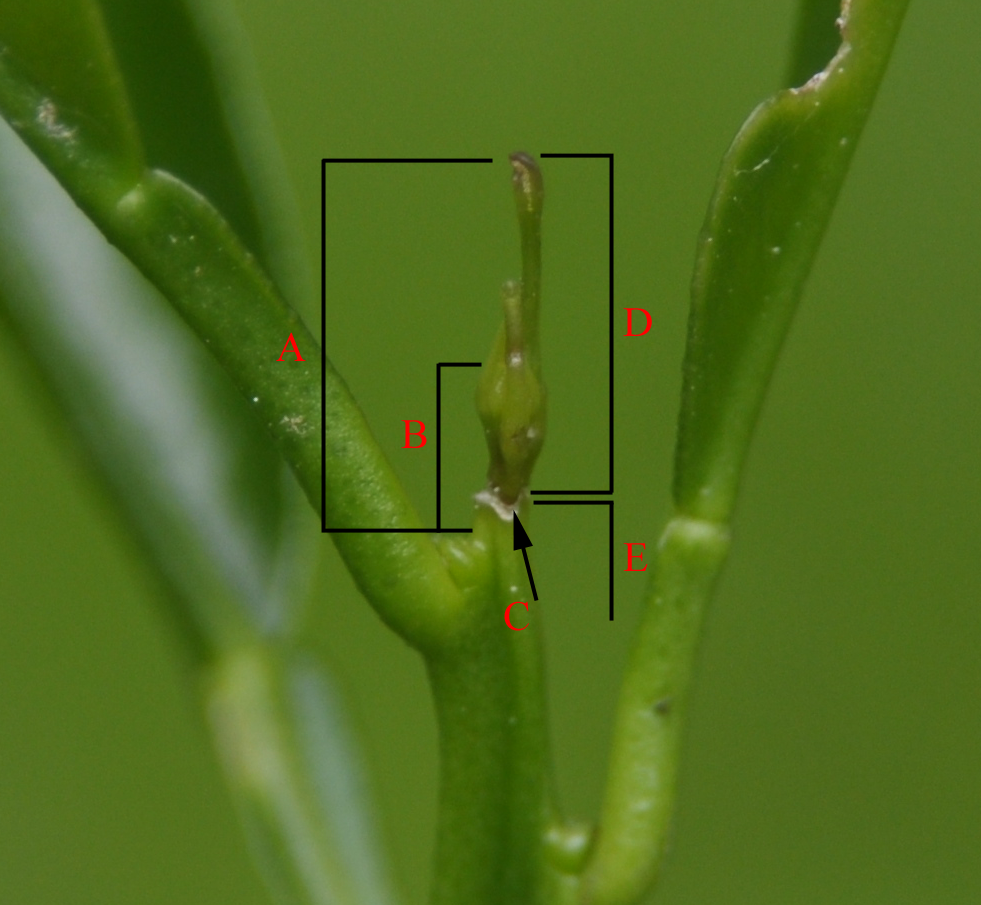

**Figure S1.** Spring shoot of sweet orange regions used in this study: (A) shoot tip regions; (B) microarray analysis regions; (C) AZ; (D) apical portions; and (E) basal portions.

# Supplementary material for: Involvements of PCD and changes in gene expression profile during self-pruning of spring shoots in sweet orange (Citrus sinensis)
**Source:** BMC Genomics. 2014 Oct 13;15(1):892. doi: 10.1186/1471-2164-15-892
**Supplement:** Supplementary file 2 — Additional file 2: Figure S2: Histochemical staining assay of ROS accumulation with nitro blue tetrazolium (NBT) and diaminobenzidine (DAB) in shoot tips during self-pruning process. (A–F) control: shoot tips subjected to dehydration by alcohol. (G–L) NBT staining of shoot tips during self-pruning process. (M–R) DAB staining of shoot tips during self-pruning process. (A, G, and M) 10 days before self-pruning; (B, H, and N) beginning of self-pruning of spring shoots; (C, I, and O) 3 days after self-pruning; (D, J, and P) 7 days after self-pruning; (E, K, and Q) before formation of protective layer of AZ; (F, L, and R) after protective layer of AZ forms.

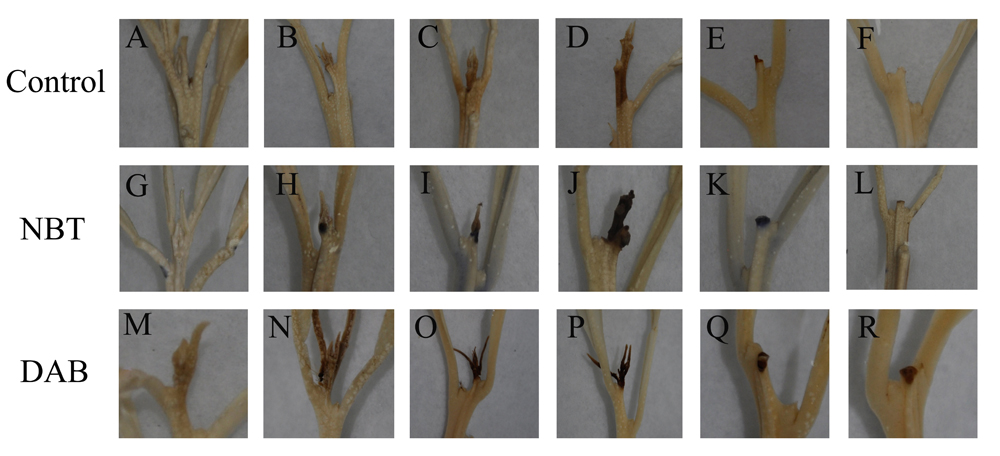

**Figure S2.** Histochemical staining assay of ROS accumulation with nitro blue tetrazolium (NBT) and diaminobenzidine (DAB) in shoot tips during self-pruning process. (A–F) control: shoot tips subjected to dehydration by alcohol. (G–L) NBT staining of shoot tips during self-pruning process. (M–R) DAB staining of shoot tips during self-pruning process. (A, C, and G) 10 days before self-pruning; (B, H, and N) beginning of self-pruning of spring shoots; (C, I, and O) 3 days after self-pruning; (D, J, and P) 7 days after self-pruning; (E, K, and Q) before formation of protective layer of AZ; (F, L, and R) after protective layer of AZ forms.

# Supplementary material for: Involvements of PCD and changes in gene expression profile during self-pruning of spring shoots in sweet orange (Citrus sinensis)
**Source:** BMC Genomics. 2014 Oct 13;15(1):892. doi: 10.1186/1471-2164-15-892
**Supplement:** Supplementary file 4 — Additional file 4: Figure S3: Characterization of 1,378 differentially expressed genes by gene ontology categories in sweet orange (Citrus sinensis), (A) molecular function; (B) biological process; (C) cellular component.

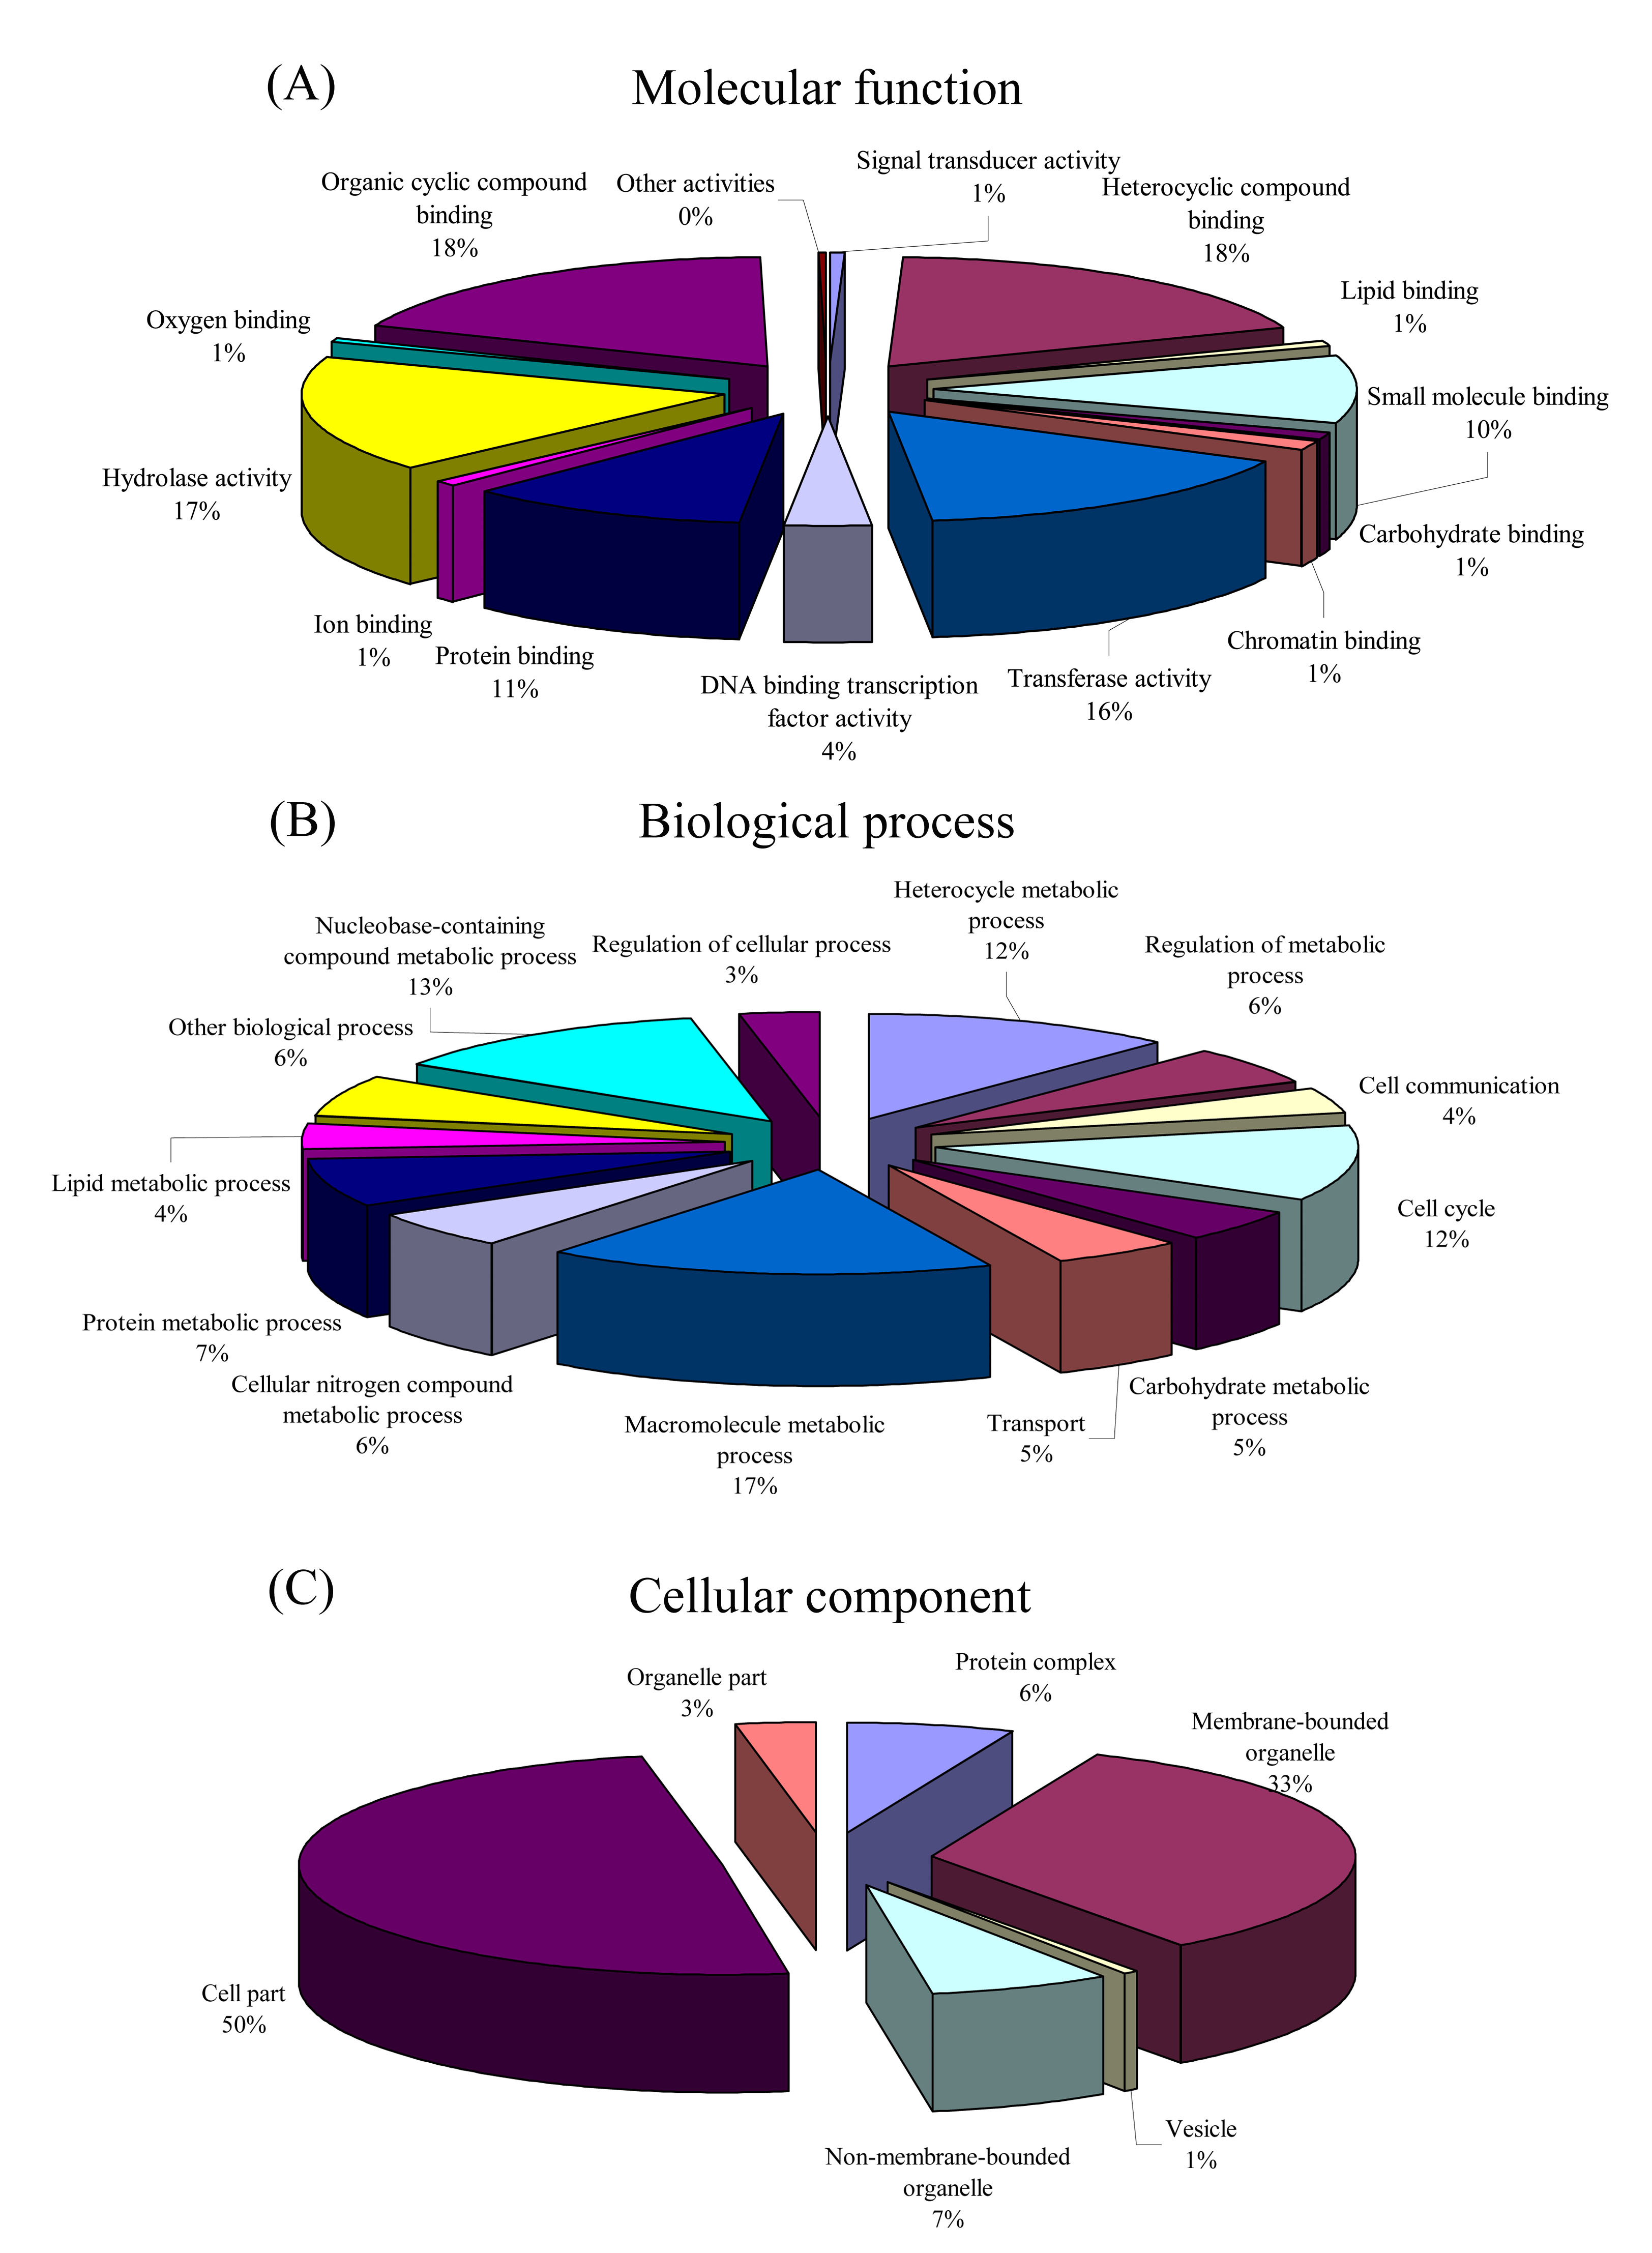

**Figure S3.** Characterization of 1,378 differentially expressed genes by gene ontology categories in sweet orange (*Citrus sinensis*), (A) molecular function; (B) biological process; (C) cellular component.

# Supplementary material for: Involvements of PCD and changes in gene expression profile during self-pruning of spring shoots in sweet orange (Citrus sinensis)
**Source:** BMC Genomics. 2014 Oct 13;15(1):892. doi: 10.1186/1471-2164-15-892
**Supplement:** Supplementary file 6 — Additional file 6: Figure S4: Cluster analysis of expression profiles of hormones related DEGs at three stages. Each column represents a sample, and each row represents a single citrus transcript sequence. The bar represented the scale of relative expression levels of DEGs, and colors indicate relative signal intensities. a: these genes involved in multiple hormones metabolism and signaling; b: SA-related genes; c: Cytokinin riboside 5-monophosphate phosphoribohydrolase. TF, transcription factor.

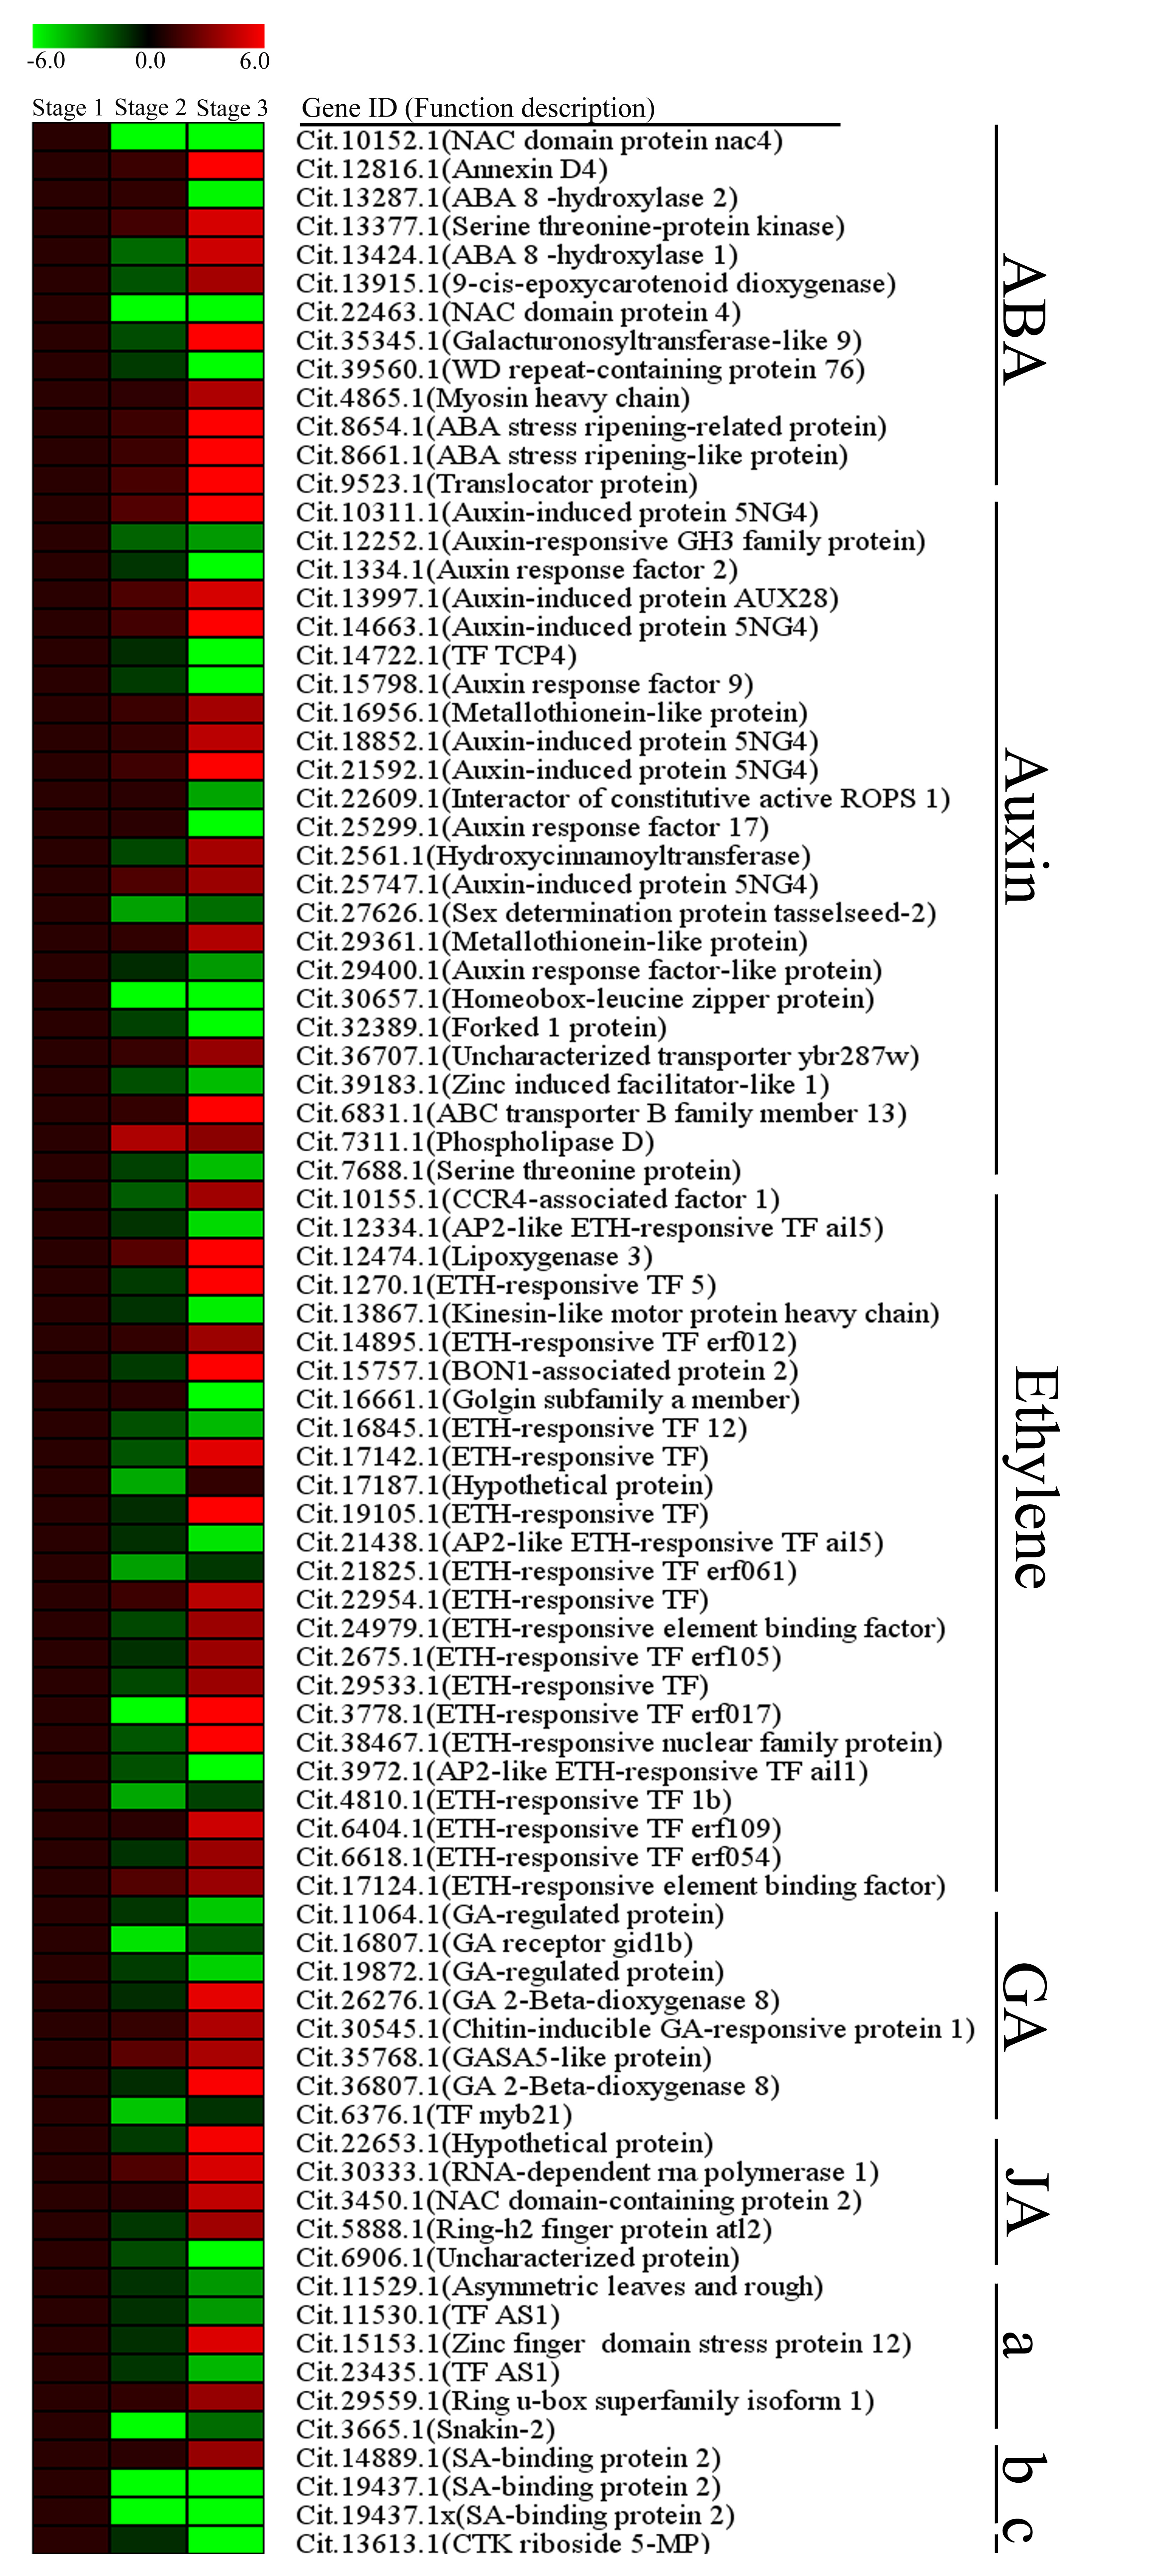

**Figure S4.** Cluster analysis of expression profiles of hormones related DEGs at three stages. Each column represents a sample, and each row represents a single citrus transcript sequence. The bar represented the scale of relative expression levels of DEGs, and colors indicate relative signal intensities. a: these genes involved in multiple hormones metabolism and signaling; b: SA-related genes; c: Cytokinin riboside 5-monophosphate phosphoribohydrolase. TF, transcription factor.

# Supplementary material for: Involvements of PCD and changes in gene expression profile during self-pruning of spring shoots in sweet orange (Citrus sinensis)
**Source:** BMC Genomics. 2014 Oct 13;15(1):892. doi: 10.1186/1471-2164-15-892
**Supplement:** Supplementary file 7 — Additional file 7: Figure S5: Cluster analysis of expression profiles of cell wall related DEGs at three stages. Each column represents a sample, and each row represents a single citrus transcript sequence. The bar represented the scale of relative expression levels of DEGs, and colors indicate relative signal intensities. XEH indicated Xyloglucan endotransglucosylase hydrolase.

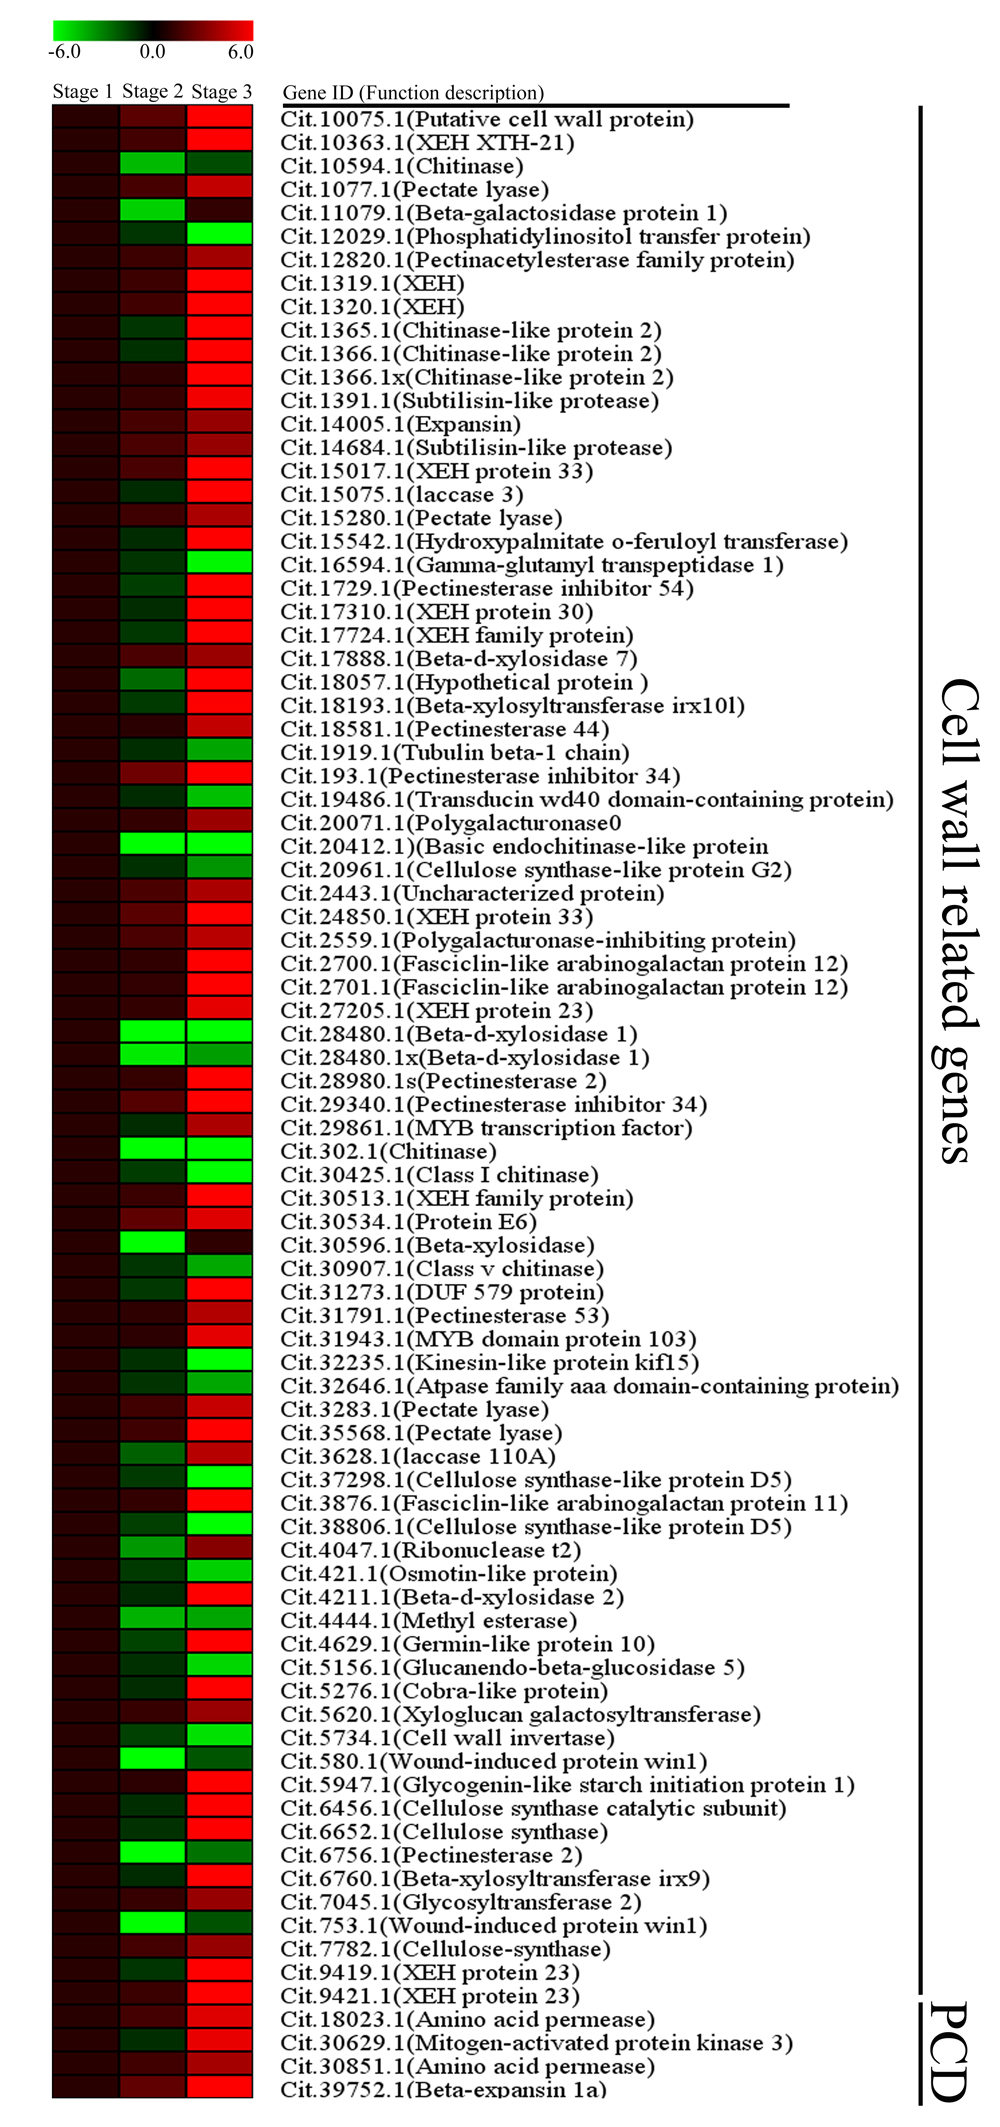

**Figure S5.** Cluster analysis of expression profiles of cell wall related DEGs at three stages. Each column represents a sample, and each row represents a single citrus transcript sequence. The bar represented the scale of relative expression levels of DEGs, and colors indicate relative signal intensities. XEH indicated Xyloglucan endotransglucosylase hydrolase

# Supplementary material for: Involvements of PCD and changes in gene expression profile during self-pruning of spring shoots in sweet orange (Citrus sinensis)
**Source:** BMC Genomics. 2014 Oct 13;15(1):892. doi: 10.1186/1471-2164-15-892
**Supplement:** Supplementary file 8 — Additional file 8: Figure S6: Cluster analysis of expression profiles of DEGs at three stages of sweet orange spring shoots by real-time PCR (qPCR) and microarray analysis. Each column represents a sample, and each row represents a single citrus transcript. The bar represented the scale of relative expression levels of DEGs, and colors indicate relative signal intensities. For qPCR analysis, data points represent mean ± SE of at least four replicates for the relative expression, which were normalized by the amount of the β-actin control expression. The primers used for the analyses are given in Additional file 9: Table S3.

**Figure S6**. Cluster analysis of expression profiles of DEGs at three stages of sweet orange spring shoots by real-time PCR (qPCR) and microarray analysis. Each column represents a sample, and each row represents a single citrus transcript. The bar represented the scale of relative expression levels of DEGs, and colors indicate relative signal intensities. For qPCR analysis, data points represent mean ± SE of at least four replicates for the relative expression, which were normalized by the amount of the *β-actin* control expression. The primers used for the analyses are given in Table S3.

# Supplementary material for: Involvements of PCD and changes in gene expression profile during self-pruning of spring shoots in sweet orange (Citrus sinensis)
**Source:** BMC Genomics. 2014 Oct 13;15(1):892. doi: 10.1186/1471-2164-15-892
**Supplement:** Supplementary file 10 — Additional file 10: Figure S7: Phenotypic characteristics of ‘Cara Cara’ navel orange (Citrus sinensis Osbeck) spring shoot during the second self-pruning process. Red arrows represent AZ.

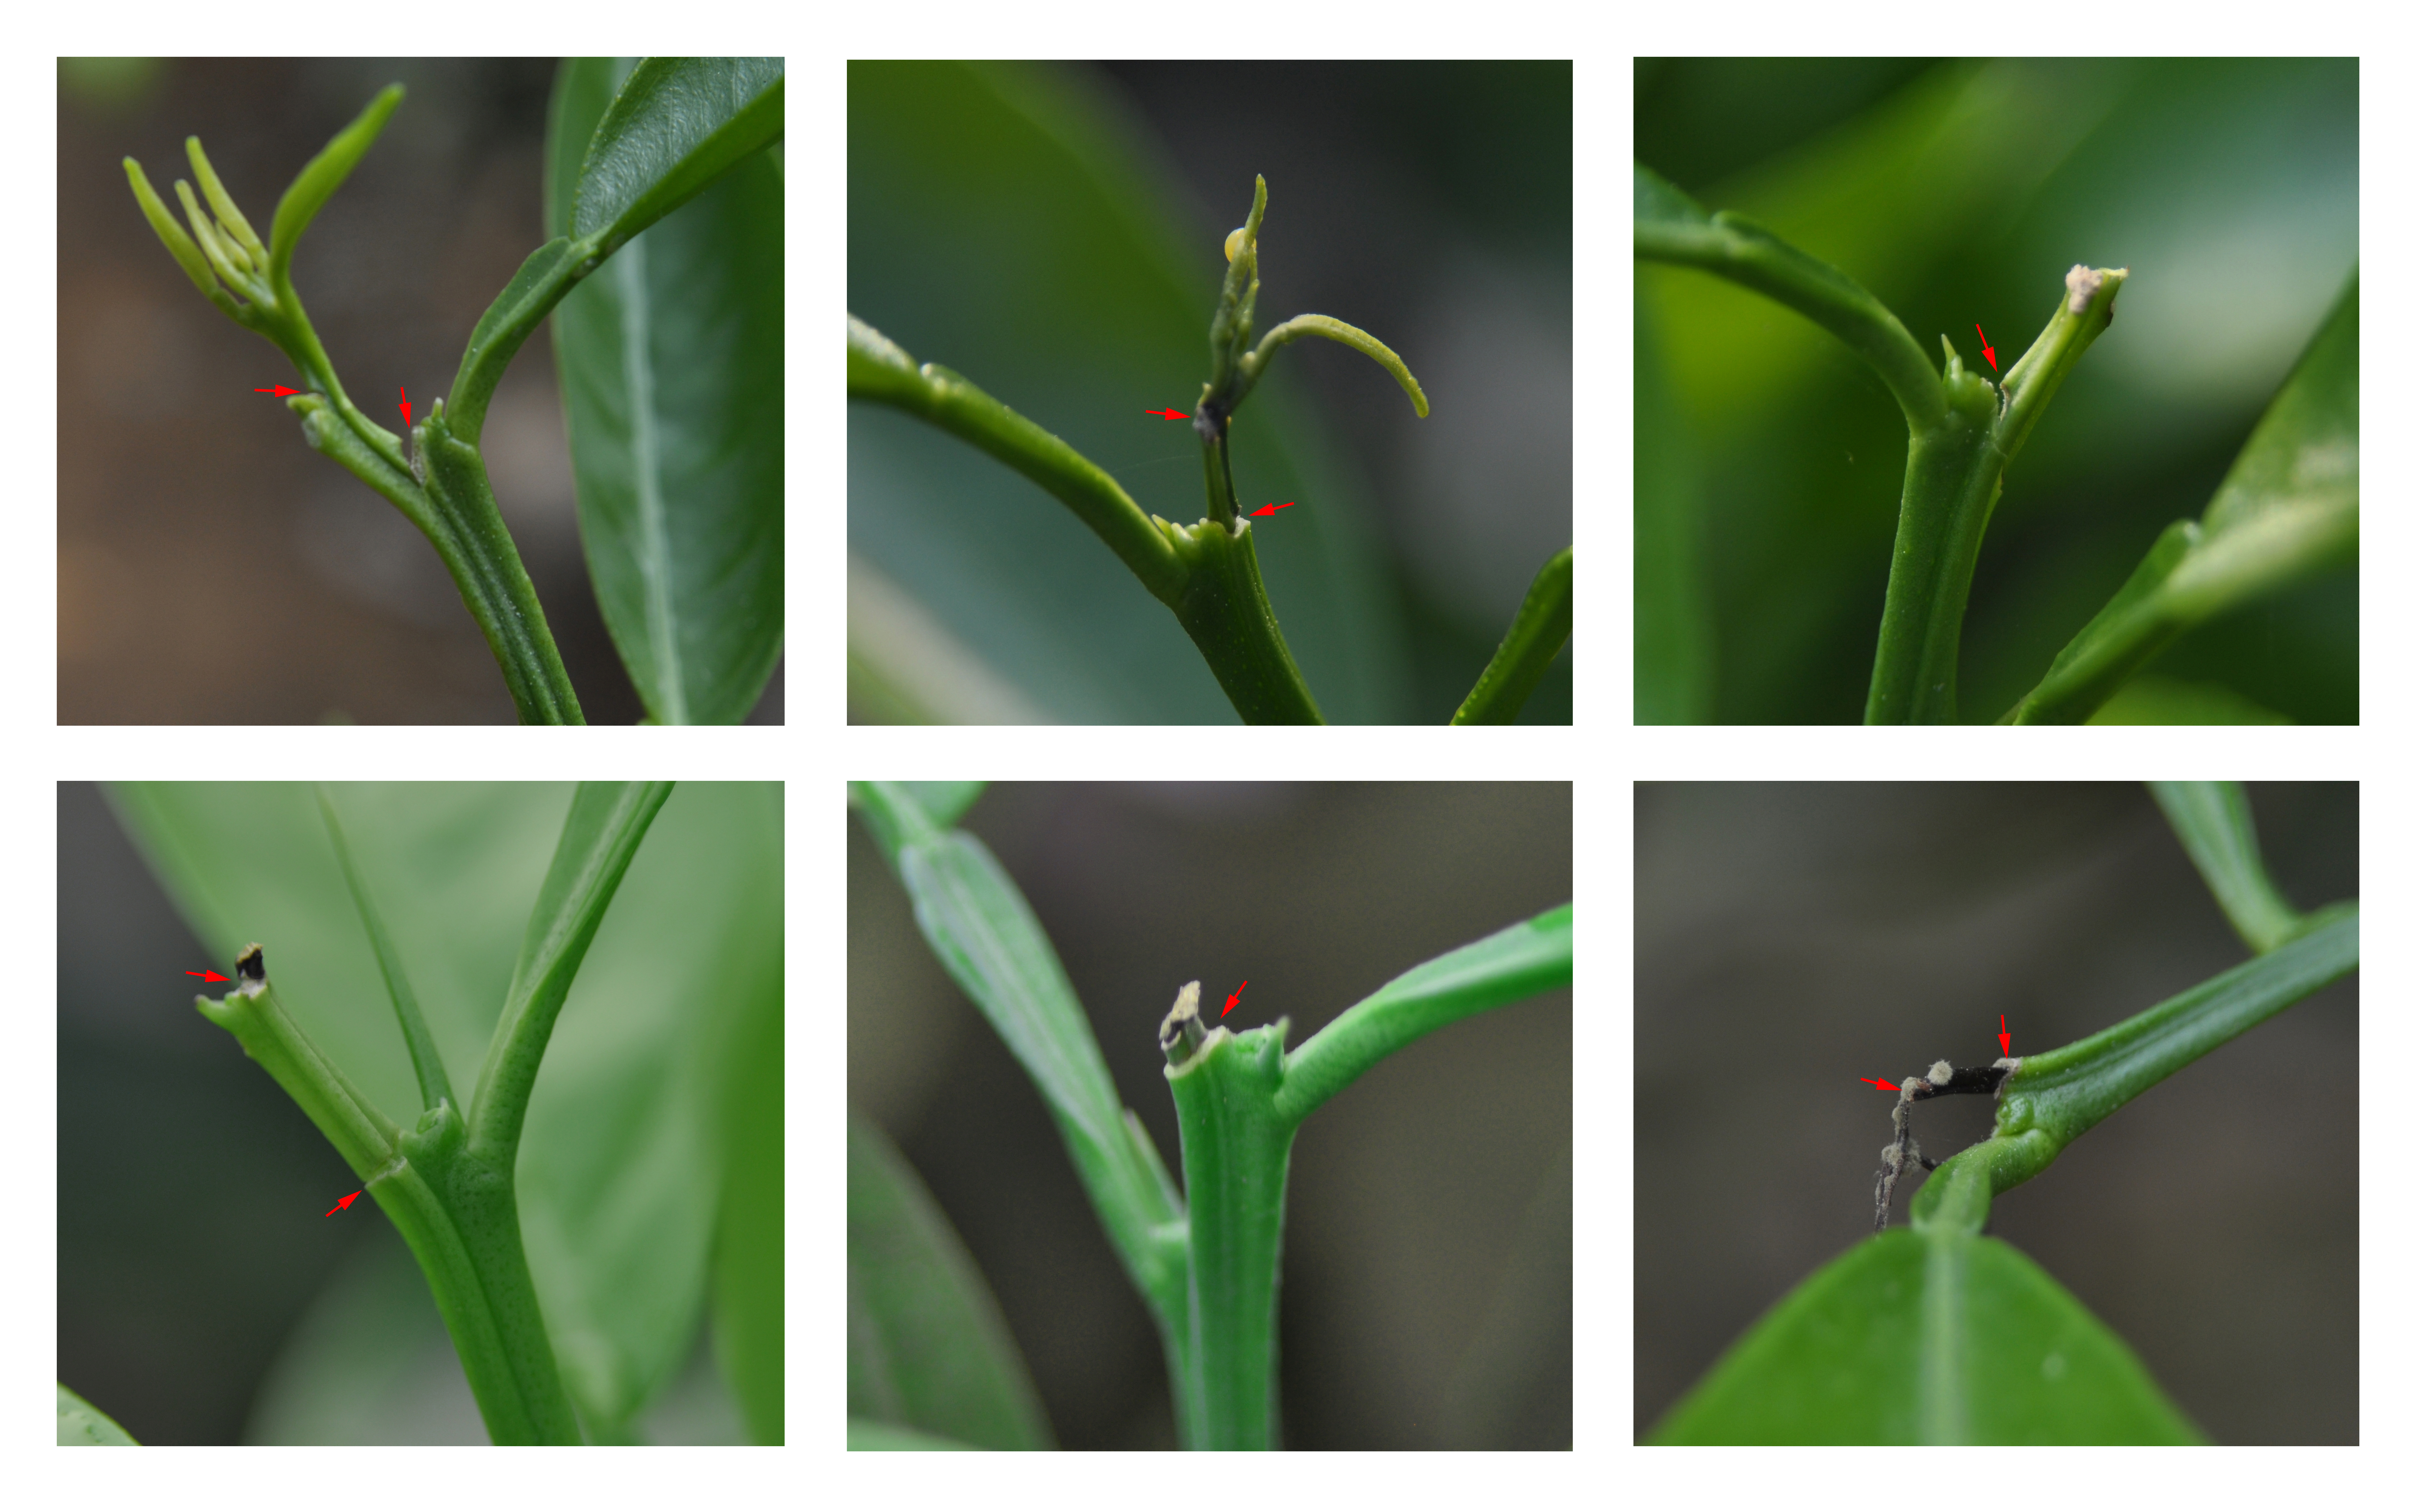

**Figure S7.** Phenotypic characteristics of ‘Cara Cara’ navel orange (*Citrus sinensis* Osbeck) spring shoot during the second self-pruning process. Red arrows represent AZ.

How the deposited data were processed for this re-analysis (not part of the article)

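RNA from shoot tips that include the abscission zone was hybridized to the Affymetrix Citrus Genome GeneChip at 3 stages, with 2 arrays per stage labelled as biological replicates. The authors made the log2 signals with RMA in Expression Console, and their methods also name normalization with Microarray Suite 5.0. The deposited values are on a log2 scale, as RMA gives, with array medians of 7.30 to 7.39. A second deposited table holds stage means, p-values and ratios. The authors' p-values in it are unadjusted contrasts between stages and match a one-way analysis of variance without moderation (Spearman correlation 1, and log10 p differs by at most 0.0335 for p above 1e-06). The authors' ratio and fold change columns are linear and are computed from the log2 stage means. The program behind that table is not stated, and the methods name significance analysis of microarrays (SAM) for the calls.

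The tests left out 224 probe sets that are not citrus genes, 93 of them Affymetrix (AFFX) controls. Leaving out the AFFX controls was set in advance, and the other controls were left out after their identifiers were seen. The remaining 30171 probe sets were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes, no covariates) on all 6 arrays, since 2 arrays per stage give little information on the spread by themselves. DEGs were called at 4-fold and an unadjusted p of at most 0.001, the thresholds of the paper. Single genes and members of lists were called at a Benjamini-Hochberg adjusted p under 0.05. The tally without a threshold covers every probe set. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

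Genes were named by a rule. For each comparison with stage 1 it takes the 10 largest rises and the 10 largest falls among probe sets past 4-fold with an adjusted p under 0.05, no overlap between arrays and an informative homologue name in Table S1, with 1 probe set per name. It adds every probe set that the paper names by identifier, those of Table S3, and the largest changes of each list. The paper's tables, with cluster numbers, had been read by then. The lists are the sections of Table S2, groups that the text lists by identifier, and lists by patterns in the homologue names of Table S1. The rule, these lists, the comparisons and most alternatives were set before the data were examined. A further set of lists uses the beginnings of gene names on the array, which are shortened to a median of 7 letters, and was fixed after those names but not the values had been seen. As a check of these names, 318 of 839 probe sets had an array name that begins a word of the homologue name, and at most 17 did after shuffling. Lists over the whole array were tested with camera, at a preset correlation of 0.01 and with an estimated correlation, and with fry, of which only the directional p-values are given. Their p-values were adjusted over the lists of a comparison.

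The methods were tested on simulated data with 2 arrays per stage. limma recovered 0.895 of planted changes of 0.5 log2 units, 0.988 of those of 1 log2 unit and all (1) of those past 4-fold, with a share of 0.0512 false calls. Both forms of camera called 10 of 10 shifted lists and 0 of 10 unshifted ones, and fry called 10 and 2. The simulated noise was independent between probe sets and arrays, and most probe sets were left unchanged. How the tests behave with correlated genes or arrays, or with most probe sets changing, is therefore not shown. SAM recovered 0.0885 of changes past 4-fold, since the relabellings of 4 arrays are few. The alternatives were centring each array on its median, quantile normalization, limma without moderation, with a trend in the prior variance, with the replicate number as a block or with only the 4 arrays compared, a filter on mean signal, all controls kept, each array left out in turn, SAM, the deposited p-values and other thresholds. Real-time PCR and in situ hybridization data are not used here.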

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

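The probe set named below by its identifier was singled out after its values were seen, and the tests of the explanations below were set before their results.

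Expression moved in opposite directions at stages 2 and 3 for a part of the probe sets. Against stage 1, 1534 probe sets rose at stage 2 and fell at stage 3, 23 of them by more than 2-fold each way, and 1513 fell at stage 2 and rose at stage 3, 48 of them by more than 2-fold each way. All of them passed limma for stage 3 against stage 2, which their selection makes nearly certain. Of 30171 probe sets, 6080 rose and 6493 fell at stage 2, and 9012 rose and 10841 fell at stage 3. The number that unrelated changes would share was not computed, so these counts do not show an excess of opposite changes. For the direct comparison of stage 3 with stage 2 the paper gives no DEG counts, and here it gives 565 DEGs up and 286 down at 4-fold and an unadjusted p of at most 0.001. Of the phosphate starvation probe sets of Table S1, which the paper does not discuss as a group, 15 of 16 rose at stage 2 and 16 of 16 at stage 3. The paper does not discuss terpene synthases, of which 6 of 10 on the array rose at stage 2. The largest rise over stage 1 was 7.24 at stage 3 (SE 0.07, adjusted p = 2.07e-06, both arrays above both stage 1 arrays) in Cit.5743.1.S1_s_at, whose array name begins as peroxidase and which is absent from Table S1. Its stage 1 signals (4.43 and 4.50) lie below those of the random-sequence controls, so the size of this rise is uncertain.

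Clock and phosphate starvation genes of cluster 4 (13 probe sets, 5 of clock and light and 8 of phosphate starvation) had a pooled median log2 change of 2.10 at stage 2. The clock and light probe sets of Table S1 rose by at most 1.64 (median 0.95). The pooled median and its shifts given below therefore describe the phosphate members and not the clock genes. A remaining offset between the arrays as the cause is argued against, because the array medians were 7.30 to 7.39. The median change was 2.14 after centring and 2.10 after quantile normalization, a largest relative shift of 0.0233. With array medians this close, centring could not have removed the change, so the normalization that the authors applied was not tested. Time of day of sampling cannot be told apart from stage: the median change of 6 evening clock probe sets at stage 2 was 0.103, under the bound of 0.5 set for its absence, but that bound was wrong, since members went from -0.26 to 0.83 and a median near 0 over members that go both ways decides nothing. LHY probe sets, 3 of 4 of which rose at stage 2, all fell at stage 3 (-4.62 to -0.25), whereas the phosphate starvation probe sets stayed above stage 1. A change of clock and phosphate status with the stage of self-pruning was not tested and stays open.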

How the results depend on the processing

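The thresholds of 3.5-, 5.5- and 7.5-fold and the setting that left out only AFFX controls were chosen after the data were seen. Of 806 values of named genes (514 with the filter on mean signal), 0 reversed under the settings that refit or rescale the arrays. The same side of the threshold was kept by 767 without moderation (37 weaker), 786 with arrays centred on their median, 795 with quantile normalization, 780 with only the 4 arrays compared, 790 with a trend, and 757 to 775 with 1 array left out, where the lone array of a stage is assumed to vary like the others. DEGs up and down at stage 2, up and down at stage 3, in both and in either comparison (22, 109, 653, 376, 63 and 1097) were 22, 107, 641, 372, 61 and 1081 without moderation, 24, 100, 659, 374, 63 and 1094 centred, 23, 106, 658, 375, 64 and 1098 with quantile normalization and 22, 106, 641, 372, 61 and 1080 with the deposited p-values. With the filter for a mean signal at or above the median, fewer probe sets were tested, which lowers counts by construction: DEGs down at stage 2 were 55, up at stage 3 386, in both 36 and in either 711, and 5905 probe sets rose at stage 3. Under it, 707 Table S1 DEGs were called again (1092 without it), 349 probe sets of cluster 1 and 168 of cluster 3 kept the described order, 71 of Table S2, 141 named genes and 149 of the lists by name rose at stage 3, 329 and 422 of the whole-array lists rose and fell, and the tallies were 7106 higher and 8092 lower at stage 2 and 6718 and 8480 at stage 3. Stricter thresholds lower counts in the same way: in the order above, 6-fold gave 3, 55, 323, 177, 26 and 532, 8-fold 0, 41, 202, 97, 20 and 320, 5.5-fold 8, 63, 371, 221, 35 and 628, and 7.5-fold 1, 41, 222, 111, 21 and 354. The looser 3.5-fold gave 30, 125, 838, 471, 82 and 1382. SAM gave 12, 78, 65, 25, 14 and 166, and recovered 0.0885 of simulated changes past 4-fold. Probe sets down at stage 2 at an adjusted p under 0.05 ranged from 4160 to 5882 with 1 array left out (6493 with all), lowest without stage 1 replicate 2 (4160) and without stage 2 replicate 1 (4296), and the cause was not tested. Centring gave 7260 up and 4714 down at stage 2 where 6080 and 6493 were found, so that the direction of the balance flips, and ribosomal proteins and proteasome subunits down at stage 2 went from 75 to 46 and from 15 to 5. At stage 3, 126 ribosomal proteins were down after centring and 127 before. Replicates share a number across stages, which may stand for one of the groups of trees that the paper sampled, but the labels do not say so. With the number as a block, 7492 rose and 7613 fell at stage 2 and 9930 and 11890 at stage 3, and same-numbered arrays had correlated deviations from the stage means (0.561, 0.475 and 0.463), where with 2 arrays per stage each deviation mirrors the other. The main fit treats the arrays as unpaired. With the block, camera gave the zinc finger list at stage 3 an adjusted p of 0.0502 (0.0452 without). The alternative that used per-sample values of the second deposited table was not run, because that table holds stage means. Random-sequence controls read 7.07 to 10.5, while the median of all citrus probe sets is 7.35, so for signals near or below this level expression over background is not shown by these controls. Reporter and pathogen probe sets read at most 5.67 and 5.54, so the level taken as background depends on the controls.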

Differences from the paper's values

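At 6-fold, the paper's number of DEGs up at stage 2 is about 8 in Fig. 5A, read by eye, and 3 were found here. At 8-fold the paper shows about 1 in Fig. 5A, read by eye, and 0 were found here with limma (0 at an unadjusted p under 0.05, 0 with SAM). None of the 17 alternatives set before the data were examined comes within 1.5 times of the paper's values, with ranges of 2 to 4 and 0 to 0. Thresholds of 5.5-fold, with 8, and 7.5-fold, with 1, chosen after seeing the values, reach them. At 4-fold the paper's counts of 30 up at stage 2 and 82 in both comparisons stand against 22 and 63 here, within 1.5 times. A threshold of 3.5-fold, chosen after seeing the values, gives 30 and 82 and drops 0 of the 1377 measured probe sets of Table S1, of which 285 are under 4-fold in both comparisons here.

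The axes of Fig. 5C to 5E are labelled as log2, but their extremes match linear folds of stage 3 against stage 2. The paper's largest values are about 51 in Fig. 5C, about -26 in Fig. 5D and about 63 in Fig. 5E, read by eye, and the largest linear folds here are 51.3, -26.5 and 63.0, or 5.68, -4.73 and 5.98 on the log2 scale.

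The paper states that the ethylene-responsive transcription factors were up-regulated after self-pruning. Of the 16, 10 rose and 6 fell at stage 3 against stage 1, and 12 rose and 4 fell from stage 2 to stage 3. The GA genes are stated to be up-regulated, and of 8, 4 rose at stage 3 against stage 1, among them both gibberellin 2-beta-dioxygenases (2.44 and 2.56), and 4 fell. From stage 2 to stage 3, 6 of the 8 rose and 2 fell. The pectinesterase-related genes are stated to be up-regulated, and of 7, 6 rose and Cit.6756.1.S1_at fell (-1.43) at stage 3 against stage 1. From stage 2 to stage 3, 7 rose and 0 fell, so the difference from the paper lies only in the comparison with stage 1. The cytokinin synthesis gene is stated to be suppressed throughout. Its change was -0.055 (adjusted p = 0.226 from limma) at stage 2, and it fell at stage 3 (-2.81). Cluster 4 is described as induced and then suppressed, an order found for 79 of its 135 probe sets. Zinc finger genes are ranked first among transcription factors, whereas by homologue name Table S1 holds 22 ethylene response factor, 18 NAC, 14 zinc finger and 11 MYB probe sets.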

Other observations

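The tests of a threshold of 3.5-fold and of rounding, and the use of camera beside fry for the tissue share, were chosen only after the result was seen.

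Further lists moved as follows, with calls from limma. Of 27 epidermis and cuticle probe sets of Table S1, 14 rose and 4 fell at stage 2 (14 and 5 when adjusted over the list alone), and 21 rose and 6 fell at stage 3. Flavonoid and anthocyanin genes, which make pigments and protectants, had 5 rises and 8 falls among 18 at stage 2 and 5 rises and 13 falls at stage 3 (median -2.14). Of 5 phloem genes, 4 rose at each stage, with 0 falls at stage 2 and 1 at stage 3. Of 8 heat shock genes, 2 rose and 3 fell at stage 2 (3 and 4 when adjusted over the list alone), and 6 rose and 2 fell at stage 3. On the whole array, 17 of 134 heat shock genes rose and 35 fell at stage 2, and 34 rose and 58 fell at stage 3 (median -0.12), 18 of 55 flavonoid and anthocyanin genes rose and 7 fell at stage 2, and 17 rose and 23 fell at stage 3, and 13 of 39 lipid transfer and cuticle genes rose and 5 fell at stage 2, and 16 rose and 11 fell at stage 3. By count, the balance goes against that of Table S1 for heat shock at stage 3 and flavonoids at stage 2. All 3 translation genes of Table S1 fell at both stages against stage 1, and from stage 2 to stage 3, 1 rose and 2 fell. The paper, in contrast, reports genes of initiation and elongation factors as induced. Of 19 ubiquitin and trafficking genes, 7 rose and 9 fell at stage 2 (7 and 10 when adjusted over the list alone), and 9 rose and 10 fell at stage 3, with a median of -1.82 and a mean of -0.062. The paper reports several trafficking genes as induced, and this list goes both ways. Of 173 ubiquitin pathway genes on the whole array, 44 rose and 68 fell at stage 3. Of 3 photosynthesis genes, 2 rose at each stage, while 7 of 44 photosystem genes of the whole array rose and 27 fell at stage 3. Other counts are the same when adjusted over the list alone, and the lists were chosen by the study on these samples and are not independent evidence. On the whole array at stage 2, camera with a preset correlation also gave an adjusted p of 0.0014 for 25 xyloglucan enzymes and expansins (15 rose, 1 fell), 0.00352 for proteasome subunits (15 of 29 fell), 0.0208 for pectin breakdown (24 rose, 8 fell) and 0.0415 for 48 secondary wall genes (19 rose, 8 fell, median 0.15, mean -0.023). With an estimated correlation these were 0.268, 0.224, 0.224 and 0.291. At stage 3, zinc finger genes gave 0.0452 (75 of 165 rose, 43 fell), and 0.405 with an estimated correlation.

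Gene groups of dividing tissue were lower at stage 3. RNA degradation in the dying tips is argued against, since it raises the 3′ over the 5′ signal, and the difference between stage 3 and stage 1 was -0.26 for actin and -0.34 for ubiquitin. A smaller share of meristem and leaf primordium tissue cannot be told apart from a change within the tissue. By fry, lists of other tissues moved apart, with photosystem genes lower (adjusted p = 1.06e-04, 27 of 44 fell and 7 rose) and secondary wall genes (5.02e-05, 20 of 48 rose and 11 fell, median 0.090) and lipid transfer and cuticle genes (1.07e-05, 16 of 39 rose and 11 fell, median 0.062) higher, which met the bound set for its absence. That bound was wrong, because members of the last 2 lists go both ways around medians near 0, fry called 2 of 10 unshifted simulated lists, camera gave 0.0565, 0.151 and 0.181 (0.324 for each with an estimated correlation), and leaf primordia also express photosystem genes. A decline of cell division with the stage was not tested apart from it and stays open.

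Table S1 holds more genes than pass 4-fold here. A fold threshold of 3.5 in place of 4 is a candidate explanation, because the smallest of the larger fold changes of its probe sets is 3.502, and of 1382 probe sets past 3.5-fold 1377 are in the table and 5 are not. Fold changes rounded to whole numbers before the threshold is another, because the 12 counts of the paper at 4-, 6- and 8-fold then differ by at most 2. A threshold of 3.5 alone gives no account of the counts at 6- and 8-fold, whereas rounding covers all 12. Both were found from these values, and the paper states neither. No biological explanation was tested.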
